# Emergence of replication timing during early mammalian development

**DOI:** 10.1038/s41586-023-06872-1

**Published:** 2023-12-20

**Authors:** Tsunetoshi Nakatani, Tamas Schauer, Luis Altamirano-Pacheco, Kyle N. Klein, Andreas Ettinger, Mrinmoy Pal, David M. Gilbert, Maria-Elena Torres-Padilla

**Keywords:** Developmental biology, Molecular biology

## Abstract

DNA replication enables genetic inheritance across the kingdoms of life. Replication occurs with a defined temporal order known as the replication timing (RT) programme, leading to organization of the genome into early- or late-replicating regions. RT is cell-type specific, is tightly linked to the three-dimensional nuclear organization of the genome^1,2^ and is considered an epigenetic fingerprint^3^. In spite of its importance in maintaining the epigenome^4^, the developmental regulation of RT in mammals in vivo has not been explored. Here, using single-cell Repli-seq^5^, we generated genome-wide RT maps of mouse embryos from the zygote to the blastocyst stage. Our data show that RT is initially not well defined but becomes defined progressively from the 4-cell stage, coinciding with strengthening of the A and B compartments. We show that transcription contributes to the precision of the RT programme and that the difference in RT between the A and B compartments depends on RNA polymerase II at zygotic genome activation. Our data indicate that the establishment of nuclear organization precedes the acquisition of defined RT features and primes the partitioning of the genome into early- and late-replicating domains. Our work sheds light on the establishment of the epigenome at the beginning of mammalian development and reveals the organizing principles of genome organization.

## Abstract (web summary)

Genome-wide replication timing maps of mouse embryos from the zygote to the blastocyst stage were generated using single-cell Repli-seq, shedding light on the establishment of the epigenome at the beginning of mammalian development.

## Main

Replication timing (RT) is a fundamental epigenetic feature^6^, yet how and when RT is established during mammalian development is unknown. During S phase the genome must replicate once and only once. Replication occurs through a coordinated programme whereby origins of replication fire in a temporally defined order, giving rise to replication patterns characteristic of each cell type^7,8^. Early- and late-replication domains correlate with accessible, actively transcribed euchromatin and silent heterochromatin, respectively^9^. RT is interconnected with other epigenetic features, although their temporal and functional dependency has not been fully established. For example, RT is tightly associated with three-dimensional genome organization, with lamina-associated domains (LADs) and B-type compartments typically corresponding to late-replication domains. Whereas mammalian cells do not possess strongly defined genetic sequences specifying replication origins, replication commences within initiation zones, which are regions of about 40 kb that comprise one or more sites of stochastic origin firing^10,11^. Generally, initiation zones of high efficiency tend to replicate early whereas low-efficiency initiation zones replicate late during S phase. Thus, RT is primarily driven by the probability of initiation within initiation zones. How initiation zones are specified at the beginning of development, and whether cells of the early embryo share a similar structure and features of the RT programme with differentiated cells, remain to be established.

Mammalian development begins with fertilization and is followed by an intense period of chromatin remodelling^12^. Major epigenome features are defined for the first time during this developmental time window: LADs are established de novo in mouse zygotes and the A and B compartments, although detectable in zygotes, gradually become more defined as development progresses towards the blastocyst^13^. Topological-associating domains (TADs) are barely detectable before the 8-cell stage and emerge only at late cleavage stages^14–16^. In mice, zygotic genome activation (ZGA) occurs during this time with minor ZGA occurring in zygotes and the major wave of ZGA in late-2-cell-stage embryos^17^. However, when RT programmes first emerge is unknown. In *Drosophila*, microscopy studies indicate that the onset of late replication emerges after ZGA^18^ but our understanding of this process—and how and when RT is first established in mammals—is unknown.

## RT emerges gradually during preimplantation development

To understand when and how RT emerges during development, we used single-cell Repli-seq^5,19^ in preimplantation mouse embryos (Fig. 1a,b). We collected 529 individual cells of which 53, 54, 50, 49, 34, 44 and 55 passed quality control for zygotes, 2-cell, 4-cell, 8-cell, 16-cell, morula and blastocyst-stage inner cell mass (ICM), respectively (Extended Data Fig. 1a,b, Supplementary Table 1 and Methods). 

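Single-cell Repli-seq sequences the genome of single cells in S phase, in which replicated DNA gives more reads than DNA that has not yet replicated. The authors' deposited tables hold a binary replication state, 1 for replicated and 0 for not replicated, for 49264 bins of 50 kb on chromosomes 1 to 19 of GRCm38. The authors had aligned the reads with Bowtie2 2.3.5, filtered them with SAMtools 1.9 at a mapping quality of 20 or more and counted them per bin with BEDtools 2.29.0. They scaled the counts per cell and by the mean of each bin over the stage, masked bins with extreme values, smoothed with a running median of 15 bins, segmented each cell with copynumber 1.28.0 and split the segments into 2 states with mixtools 1.2.0. The values given for natural stages rest on the cells that the paper passed, namely 53 zygotes and 54 2-cell, 50 4-cell, 49 8-cell, 34 16-cell and 44 morula cells. For the ICM they rest on 70 deposited cells with a replication score of 10 to 90%, of which 33 were collected at 96 to 100 h after hCG and are among the 56 passing ICM cells of the authors' table of reads, and 37 were collected later and are not in it. Median mapped reads per cell lay between 2457741 in zygotes and 3708580 at the 16-cell stage. A further 13 zygotes and 9 2-cell, 5 4-cell, 7 8-cell, 6 16-cell and 3 morula cells had fewer than 750000 reads, so they enter only the values given over all deposited cells. RT of a bin is the share of cells in which it had replicated, averaged over 16 overlapping intervals of replication score that are each 35 percentage points wide, so that 1 is earliest and 0 is latest. The labels do not tie cells to the collections of a stage, so all cells of a stage are pooled, and the 95% intervals, from 1000 resamplings of the cells with replacement, cover the sampling of cells only. A resampled set holds fewer distinct cells than the stage does, so an interval can lie beside its estimate. Gene groups were listed before the data were examined, and a gene takes the mean RT of the bins it overlaps.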

Plotting individual cells based on their replication score, which reflects the percentage of their replicated genome (Fig. 1c), showed a clear replication domain structure consistent with progression of replication, with typical early–late transitions across most stages (Fig. 1c and Extended Data Fig. 1c). 

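Cells of the morula and 16-cell stages followed the common pattern of their stage most closely. The state of a morula cell correlated with the share of the other morula cells that had replicated each bin at a median Pearson's r of 0.676, and that of a 16-cell cell at 0.665, across bins that are not independent replicates. Cells of the 4-cell stage had a median of 0.496, ICM cells 0.356 and 8-cell cells 0.347. Median replication scores lay between 40.2% at the 4-cell stage and 62.6% in morulae. Cells of 1 collection hour stood apart at the 8-cell and at the 16-cell stage. RT by hour is here the raw share of cells. RT of the 11 8-cell cells collected at 72 h after hCG had a Spearman's R of 0.085 with the other 8-cell cells, where the other hours had 0.626 to 0.756. RT of the 5 16-cell cells of 77 h had an R of −0.0883 with the 29 cells of 80 h.

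**Figure D1:**
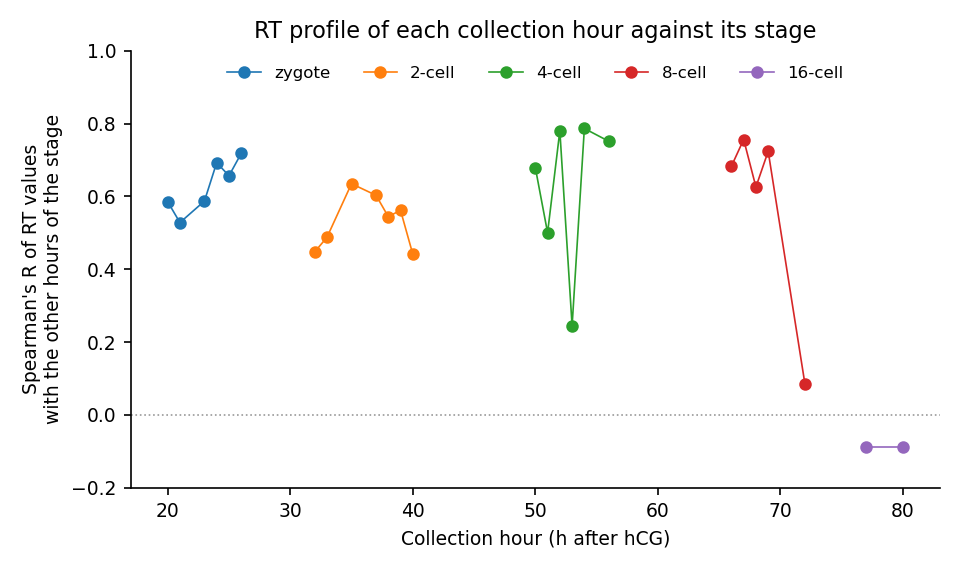
Spearman’s R (y axis) between the RT of cells collected at each hour after hCG or fertilization (x axis, h) and the RT of the other cells of the same group, 1 point per hour. The 8-cell cells of 72 h lie at 0.085 and both 16-cell hours at −0.0883, below all other hours.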

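In zygotes and 2-cell embryos single cells followed their group least, with a median r of 0.337 and 0.289. This r is between the state of a cell and the rest of its group. The value of zygotes lay close to the 0.347 of 8-cell cells. Cells with more reads had a higher r in zygotes (Spearman's R 0.418) and 2-cell embryos (0.397). Elsewhere among the natural stages this R lay between 0.0848 and 0.29. With the coefficient of variation of reads between chromosomes, R was −0.556 and −0.595, and −0.00267 to 0.305 elsewhere. Read depth and evenness were thus not separated from stage in these medians. Genes for olfactory receptors, which are read out in olfactory neurons, were late, with a median RT of 0.169 in zygotes and 0.231 in 2-cell embryos (1126 genes). The median bin had RT 0.5485 in zygotes and 0.5157 in 2-cell embryos. Ribosome biogenesis genes, which make and assemble ribosomes, were at 0.575 and 0.570 (28 genes), and oocyte genes, which serve the growing egg, at 0.569 in zygotes and 0.540 in 2-cell embryos. Long neuronal genes, most of which encode synaptic and adhesion proteins, were at 0.442 and 0.491 (29 genes), later than the median bin.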

Zygotes and 2-cell embryos were an exception and showed a less defined replication pattern across cells and throughout the genome, suggesting a more variable and less coordinated programme (Fig. 1c). This was due to neither absence of DNA synthesis nor embryonic heterogeneity in the progression of DNA synthesis, because we verified microscopically that zygotes showed an expected and consistent spatial pattern of DNA synthesis through S phase (Extended Data Fig. 1d,e). To provide a quantitative metric of the RT programme we computed a variability score, which measures the variance of the replication programme across cells. 

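The variability score of a bin was computed as 1 minus the distance of the share of cells with the bin replicated from 0.5, divided by 0.5. The median score over bins was 0.735 in zygotes, 0.787 in 2-cell embryos and 0.733 in 4-cell embryos. At the 8-cell and 16-cell stages it was 0.736 and 0.592, in morulae 0.518 and in the ICM 0.751. The share was averaged over the same intervals of replication score as RT, so that stages with more cells in early or late S phase are not scored by that alone.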

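Morula cells were the most alike, with a mean variability score of 0.529 (95% interval 0.457 to 0.577), and 2-cell embryos the least, with 0.754 (0.706 to 0.759). Zygotes had 0.712 (0.664 to 0.727), 4-cell embryos 0.6999 (0.647 to 0.713), 8-cell embryos 0.7098 (0.639 to 0.738) and 16-cell embryos 0.597 (0.486 to 0.664). The score of zygotes exceeded that of morulae by 0.183 (0.109 to 0.245) and that of 2-cell embryos exceeded it by 0.225 (0.149 to 0.281), whereas 16-cell embryos differed from morulae by 0.0673 (−0.0522 to 0.161). Between the 8-cell and the 16-cell stage the difference was −0.113 (−0.223 to −0.0155). Over all deposited cells the scores from zygote to morula were 0.748, 0.773, 0.712, 0.703, 0.612 and 0.540. Without the 8-cell cells of 72 h and the 16-cell cells of 77 h, a choice made after seeing the data, both stages were lower, at 0.636 and 0.4656. Over the 7 stages the score had a Pearson's r of −0.469 with stage order (exact two-sided permutation test, p = 0.291) and a Spearman's rho of −0.357 (p = 0.444 from the same test). With zygote and ICM left out, r was −0.948 (exact permutation test, p = 0.0333), but p was 0.0667 also without the cells of 72 h and 77 h, and 0.117 with the raw share of cells, by the same exact test.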

RT variability score was highest in zygotes and 2-cell and 4-cell embryos but decreased progressively from the 4-cell stage (Fig. 1d). 

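The mean variability score of the ICM was 0.731 (95% interval 0.687 to 0.747), higher than that of morulae by 0.202 (0.130 to 0.270). In the cells of 96 to 100 h alone it was 0.674, a difference of 0.144 (0.0536 to 0.204), and in the 37 later cells it was 0.745. Gene groups that lay far apart in morulae lay closer together in the ICM. Long neuronal genes were earlier in the ICM than in morulae, with a median difference in RT of 0.164 (0.111 to 0.244), in 29 of 29 genes. Ribosome biogenesis genes were later in 28 of 28 genes, with a median difference of −0.219. Trophectoderm genes, which serve the outer lineage of the blastocyst, were later in 18 of 18 genes, also by −0.219 (−0.298 to −0.130). Pluripotency genes were later by −0.195 in 20 of 22 genes, and primitive endoderm genes by −0.120 in 15 of 20. Most genes were later in the ICM, with a median near −0.1454 in random lists, of which ribosome biogenesis genes lay at percentile 0.54, trophectoderm genes at 1.9, pluripotency genes at 7.97 and primitive endoderm genes at 72.88. Krt18, a keratin of the trophectoderm on chromosome 15 from 102028180 to 102032027, had RT 0.84 in morulae and 0.495 in the ICM. The endoderm regulator Sox17, on chromosome 1 from 4490931 to 4497354, had RT 0.496 and 0.619.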

RT of the ICM appeared more variable compared with morula, which may reflect the ICM undergoing cell fate decisions towards epiblast and primitive endoderm^20^, and thus greater heterogeneity in cell identity is likely to be present therein. 

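The distance between early and late regions was smallest in 2-cell embryos, in which RT over bins had a standard deviation of 0.153. It was 0.172 in zygotes, 0.182 and 0.175 in 4-cell and 8-cell embryos, 0.2304 in 16-cell embryos and 0.268 in morulae. RT from separate sets of cells of a stage, each with 1 part of its cells drawn at random, correlated at a mean Spearman's R of 0.715 in zygotes and 0.677 in 2-cell embryos. The same comparison gave 0.800 at the 16-cell stage and 0.891 in morulae. Housekeeping genes, needed in every cell, had a median RT of 0.499 in 2-cell embryos and 0.800 in morulae (29 genes).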

Overall, the RT programme at the earliest stages of development is less well defined.

**Fig. 1:**
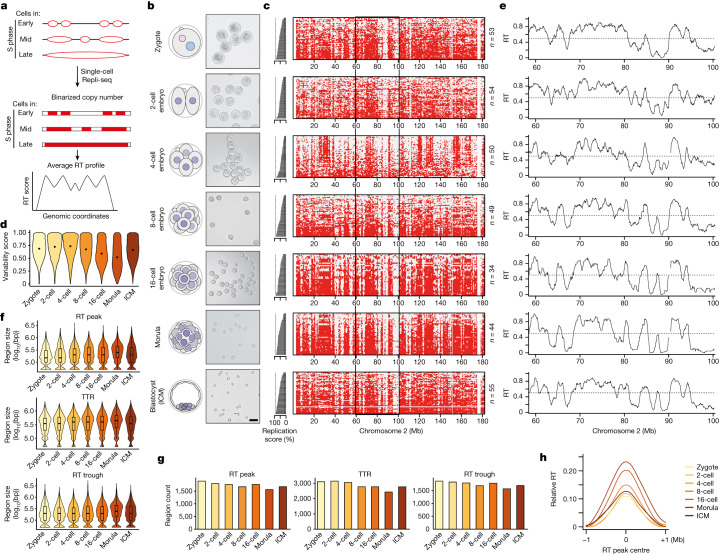
RT emerges gradually during mouse preimplantation development. **a**, Overview of single-cell Repli-seq used to generate RT profiles from single cells in mouse preimplantation embryos based on copy number variation. **b**, Schematic of sampling of embryos and corresponding images of dissociated blastomeres at each stage. The numbers of independent blastomere collections for each stage with similar results are as follows: zygote (3), 2-cell (4), 4-cell (3), 8-cell (3), 16-cell (3), morula (2), ICM (4). Scale bar, 50 μm. **c**, Heatmaps of single cells indicating replication status based on binarized copy number during preimplantation embryogenesis (red, replicated; grey, not replicated). Cells are ranked by their percentage of replicated genome (replication score), which indicates progress in S phase and is plotted as a bar plot on the left. **d**, Variability score during embryonic development; the score is 1 when 50% of cells replicated the genomic bin and 0 when all cells are either replicated (100%) or non-replicated (0%). Each violin plot shows the distribution of scores for all genomic bins. **e**, RT profiles of preimplantation embryos over a representative region on chromosome 2, denoted by black rectangle in **c**. Black line indicates RT profiles, calculated as the average of overlapping intervals defined by genome-wide replication score. **f**,**g**, Size (**f**) and number (**g**) of replication features RT peaks (also known as initiation zones), and RT troughs (also known as termination zones) during preimplantation development. Box plots show median and interquartile range (IQR), and whiskers depict the lowest and highest values within 1.5× IQR. bp, base pair. **h**, Relative RT values centred at RT peaks during embryonic development compared with their neighbouring regions. Note that curves for the 2- and 4-cell stages overlap considerably and, to some extent, with that of zygotes.

Embryonic RT profiles showed both early- and late-replication domains, visible as valleys and plateaus (Fig. 1e). 

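In the region of chromosome 2 from 60 to 100 Mb, zygotes already held early and late domains, with RT of bins from 0.00798 to 0.842. The earliest zygotic RT there was reached at the Hoxd genes, which pattern the limbs and body axis: Hoxd13 (chromosome 2, start 74668310) had RT 0.842 in zygotes, 0.715 in 2-cell embryos and 0.581 in morulae. In morulae the RT of bins in the region ran from 0 to 0.973. Across the genome 59.5% of bins were early (RT of 0.5 or more) in zygotes, 53.9% in 2-cell embryos, 40.4% in 4-cell embryos and 56.4% in morulae.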

Visual inspection showed a progressive delineation of replication domains as development proceeds (Fig. 1e and Extended Data Fig. 2a). This is independent of S-phase length because length is relatively constant until the blastocyst stage^21^. 

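The standard deviation of RT over the bins of this region was 0.245 in zygotes (95% interval 0.223 to 0.281) and 0.189 in 2-cell embryos (0.174 to 0.223). It was 0.216 at the 4-cell, 0.238 at the 8-cell and 0.277 at the 16-cell stage, and 0.316 in morulae (0.295 to 0.345). In the ICM it was 0.207. The region in zygotes was thus more structured than in 2-cell embryos, and the stages from 2-cell to morula stood in order of development.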

To address whether and how RT changes during development, we compared ‘early’ (RT ≥ 0.5) and ‘late’ (RT ≤ 0.5) RT values from the zygote to the blastocyst ICM. In general, RT values increased towards earlier or later (Extended Data Fig. 2b; increase), indicating definition of the early and late RT programme during development. 

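Groups of genes lay farther apart in morulae than in 2-cell embryos. Most genes were earlier in morulae, with a median difference of 0.192 over random lists of genes, and the groups are to be read against that. Housekeeping genes were earlier in 29 of 29 genes, with a median difference in RT of 0.278 (95% interval 0.197 to 0.397; percentile 99.89 of random lists). Ribosome biogenesis genes were earlier in 27 of 28 genes, by 0.257 (0.158 to 0.337; percentile 98.27), pluripotency genes in 20 of 22, by 0.229 (percentile 84.89), and trophectoderm genes in 16 of 18, by 0.263 (percentile 97.16). By contrast, long neuronal genes were later in 27 of 29 genes, by −0.244 (−0.318 to −0.190). The housekeeping genes Actb, which encodes cytoplasmic actin (chromosome 5, 142903115 to 142906754), and Gapdh, a glycolytic enzyme (chromosome 6, 125161715 to 125166467), had RT 0.424 and 0.389 in 2-cell embryos and 0.755 and 0.756 in morulae. Tead4, which drives trophectoderm genes (chromosome 6, 128224288 to 128300823), was earlier by 0.388 (0.224 to 0.535). Ctnna2, a neuronal catenin (chromosome 6, 76881637 to 77979699), was later by −0.471 (−0.601 to −0.34), and the axon guidance receptor Robo2 (chromosome 16, 73891839 to 74411825) by −0.464 (−0.572 to −0.352). Foxa2, an endoderm regulator (chromosome 2, 148042877 to 148046969), ran against its group, with RT 0.646 in 2-cell embryos and 0.224 in morulae. Of all bins, 77.6% lay farther from RT 0.5 in morulae than in 2-cell embryos, 74.4% did so between zygote and morula, and 47.5% between zygote and ICM. These shares include bins that crossed 0.5. Of bins early in 2-cell embryos 60.55% were earlier in morulae, and of late bins 47.96% were later. The mean changes were 0.01033 in early and 0.01682 in late bins. Between zygote and morula these shares were 57.82% and 59.75%. Early and late bins were classed by the RT of the first stage, which was also subtracted. Noise in that RT alone moves both classes towards the middle, and its part in these values was not separated.

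**Figure D2:**
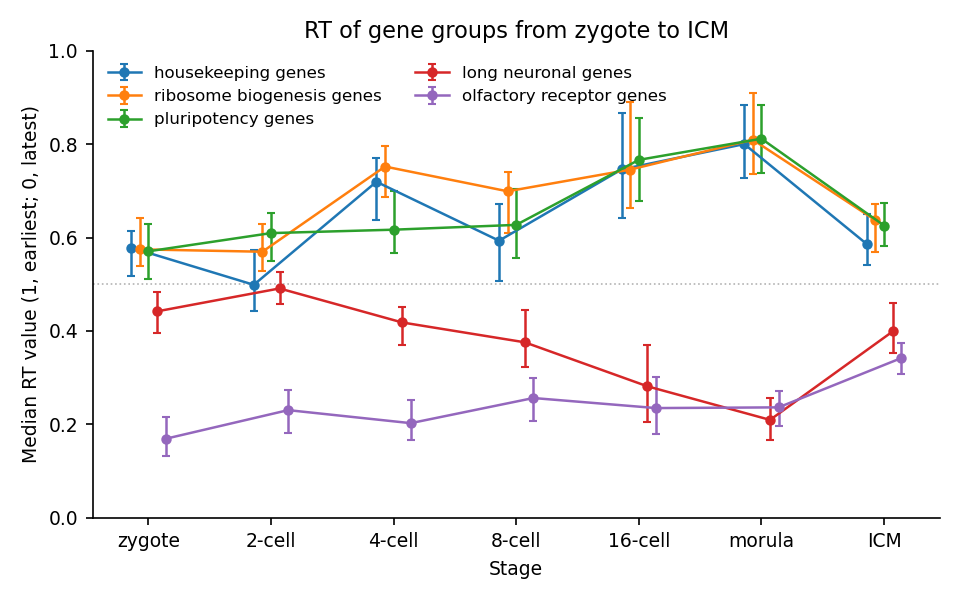
Median RT (y axis, 0 latest to 1 earliest) of the genes of each listed group at each stage (x axis). Housekeeping genes lie at 0.499 at the 2-cell stage and 0.800 in morulae, and long neuronal genes at 0.491 and 0.210.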

A portion of the genome showed constant early or late RT throughout (33.1% of the genome replicates early and 16.0% replicates late in all seven stages; Extended Data Fig. 2b; constant). However, some regions shift from early to late RT values and vice versa (Extended Data Fig. 2b; shuffle). For example, 20.9% of the genome switches from early to late RT from 2-cell to morula and 11.1% does so between 8-cell and 16-cell. Likewise, 3.1% changes from late to early RT between 8-cell and morula. This analysis also showed that, whereas some genomic regions do shift RT between early and late values, the most common trend is a progressive definition of RT values towards more early and more late (Extended Data Fig. 2b). Indeed, whereas most of the genome in zygotes and 2-cell embryos (73 and 77%, respectively) shows intermediate RT values (0.4 ≤ RT ≤ 0.8), the genome partitions into RT values spanning the complete S phase as development progresses, resulting in stratification into more extreme early and late RT values after the 2-cell stage (Extended Data Fig. 3a). This behaviour resembles A and B compartments^14^, which undergo progressive increase in compartment strength during cleavage stages^14,16^, suggesting that preimplantation serves as period of gradual establishment of three-dimensional nuclear architecture and RT. 

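RT was early in all 7 stages in 28.0% of the genome and late in all in 20.2% (46173 bins with a value at every stage). Over all deposited cells the shares were 27.8% and 19.9%. Pcna, the sliding clamp of DNA polymerase (chromosome 2, start 132249162), was early throughout, with RT 0.795 in zygotes, 0.759 in 2-cell embryos and 0.93 in morulae. Olfactory receptor genes were late throughout as a group, with a median RT of 0.237 in morulae and 0.342 in the ICM, and so were vomeronasal receptor genes, which detect pheromones, with 0.151 in zygotes and 0.291 in morulae. The 95% intervals of the shares, 21.24 to 25.9% and 15.8 to 19.5%, lie below the estimates because each resampled stage holds fewer distinct cells.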

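Between 2-cell embryos and morulae 14.6% of the genome went from early to late RT (95% interval 12.4 to 18.2%; 14.9% over all deposited cells). The window of 2 Mb on chromosome 6 from 103000001 to 105000000, with the adhesion genes Chl1 and Cntn6, had RT 0.646 in 2-cell embryos and 0.0802 in morulae, a difference of −0.566 (−0.666 to −0.460). On chromosome 16 from 73950001 to 75950000, at Robo2, the difference was −0.531 (−0.626 to −0.436). Between the 8-cell and 16-cell stages 6.21% went from early to late (5.15 to 11.7%; 4.61% over all deposited cells). The largest delays at this step were −0.218 on chromosome 8 from 15750001 to 17750000, at the long neuronal gene Csmd1, and −0.216 on chromosome 15 from 22600001, at the cadherin gene Cdh18. With bins called by the raw share of cells, the shares were 10.6% and 2.44%.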

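From late to early RT, 7.16% of the genome changed sides between the 8-cell stage and the morula (95% interval 5.93 to 14.5%; 6.73% over all deposited cells; 11.7% with the raw share of cells). Between 2-cell embryos and morulae the share was 16.8% (14.9 to 21.33%), and between the 8-cell and 16-cell stages 6.88% (5.734 to 14.31%). The latter was 4.29% without the cells of 72 h and 77 h and 10.95% with the raw share of cells. A window on chromosome 5 from 138000001 to 140000000, which holds Mcm7 of the replicative helicase, was earlier in morulae than in 2-cell embryos by 0.441 (0.313 to 0.566).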

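Of the genome, 58.9% was farther from RT 0.5 at the 8-cell than at the 2-cell stage, with bins that crossed 0.5 counted in. Of bins early in 2-cell embryos 48.64% were earlier at the 8-cell stage, and of late bins 37.29% were later. The mean changes were −0.02526 in early and 0.03758 in late bins, so both classes moved towards the middle on average. Housekeeping genes were earlier at the 16-cell than at the 8-cell stage in 29 of 29 genes, by a median of 0.128 (95% interval 0.0316 to 0.306), and pluripotency genes in 19 of 22, by 0.120, where random lists had a median of 0.0741. Long neuronal genes were later in 24 of 29 genes, by −0.0751. Csmd1, a large gene of the nervous system (chromosome 8, 15892537 to 17535586), had RT 0.432 and 0.213 at these stages. Mean differences between morulae and 2-cell embryos by chromosome were 0.078 on chromosome 11, 0.0729 on chromosome 7 and −0.0619 on chromosome 3.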

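RT was intermediate, from 0.4 to 0.8, in 73.9% of the genome in zygotes (95% interval 66.7 to 74.2%) and 74.5% in 2-cell embryos (68.2 to 75.2%). Over all deposited cells these shares were 76.1% and 76.7%. At the 4-cell stage 57.3% was intermediate, at the 8-cell stage 70.2%, at the 16-cell stage 56.2%, in morulae 49.2% (37.9 to 57.0%) and in the ICM 75.3%, or 69.1% in ICM cells of 96 to 100 h. The earliest part of the genome, with RT above 0.8, was 1.26% in zygotes, 0.525% in 2-cell embryos and 16.1% in morulae. The latest part, with RT below 0.2, was 5.29%, 3.87% and 19.0%. Klf4, a pluripotency factor (chromosome 4, 55527143 to 55532466), had RT 0.562 in 2-cell embryos and was earlier in morulae by 0.267 (0.119 to 0.457).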

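Genes of the same group could differ in whether their RT stayed on the same side of 0.5. Nanog, a pluripotency factor on chromosome 6 from 122707489 to 122714633, was early at each of the stages zygote, 2-cell, morula and ICM, with RT 0.503, 0.676, 0.809 and 0.674. Pou5f1, another pluripotency factor (chromosome 17, 35506018 to 35510772), had RT 0.443, 0.34, 0.653 and 0.448. The share of the genome on different sides was also taken between separate sets of cells of the same stage, each with 17 to 35 cells, and so fewer than enter the shares between stages, which raises it. It was 20.0% in zygotes, 24.9% in 2-cell embryos, 21.6% at the 4-cell, 20.0% at the 8-cell and 14.9% at the 16-cell stage, 10.1% in morulae and 17.8% in the ICM.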

We conclude that, although approximately half of the genome preserves its RT, the remaining half undergoes changes in RT as development proceeds and becomes more defined over time.

Next we characterized embryonic RT features by extracting initiation zones, but also zones in which opposing replication forks convene (termination zones) and timing transition regions (TTRs), which are regions located between initiation zones and termination zones^5,7^. Because of the resolution of scRepli-seq. and to distinguish these features from those in methods such as OK-seq and EdU-seq^22,23^, we refer to initiation zones as ‘RT peaks’ and to termination zones as ‘RT troughs’. 

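Bins were grouped into 15 clusters by RT with mclust 6.1.1, clusters were ranked by mean RT, and local maxima and minima were sought in a sliding window of 21 bins. In zygotes RT peaks had a median RT of 0.695, TTRs of 0.557 and RT troughs of 0.351. In morulae these were 0.784, 0.567 and 0.287. RT peaks of 2-cell embryos held 9.8 gene starts per Mb and RT troughs 7.67, and those of morulae held 12.2 and 6.62. On a smooth simulated profile the sliding window, with clusters of equal width in place of mclust, returned 611 peaks where 608 were expected. Cells simulated bin by bin, without smoothing, from a profile with 1730 RT peaks gave 3528 at a T_width of 20, and the upper quartile of their size went from 400 to 100 kb, so numbers and sizes also depend on noise between cells.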

We defined RT peaks as consecutive bins of local maxima and RT troughs as consecutive bins of local minima of RT values (Extended Data Fig. 3b)^10^. Globally, RT peaks increase in size (*P* = 0.01) with more, smaller RT peaks at early cleavage stages compared with later stages (Fig. 1f,g). Similarly, albeit to a lesser extent, TTRs increase in size (*P* = 0.01; Fig. 1f). 

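RT peaks were widest in morulae, with an upper quartile of 400 kb and a mean of 271 kb over 1725 peaks. Zygotes and 2-cell embryos had the smallest, with an upper quartile of 250 kb and means of 192.7 kb (2240 peaks) and 192.9 kb (2204 peaks). Upper quartiles were 275, 300 and 350 kb at the 4-cell, 8-cell and 16-cell stages and 300 kb in the ICM. Over the 7 stages the upper quartile had a Pearson's r of 0.739 with stage order (exact two-sided permutation test, p = 0.0683; adjusted p = 0.137 over 6 relations of size or number) and a Spearman's rho of 0.837 (p = 0.0254 from the same test). With zygote and ICM left out, r was 0.985 (exact permutation test, p = 0.0167; p = 0.1 without the cells of 72 h and 77 h and p = 0.35 with the raw share of cells), and with the ICM alone left out it was 0.957 (p = 0.00556 from the same test). Over all deposited cells, r was 0.577 (exact permutation test, p = 0.214).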

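TTRs had an upper quartile of 550 kb in zygotes and 2-cell embryos, 600 kb in 4-cell to 16-cell embryos and the ICM, and 650 kb in morulae. Their number was 3761 in zygotes, 3928 in 2-cell embryos and 2804 in morulae. The upper quartile had a Pearson's r of 0.783 with stage order (exact two-sided permutation test, p = 0.0571; adjusted p = 0.137) and a Spearman's rho of 0.797 (p = 0.0381 from the same test). Left to the stages from 2-cell to morula, r was 0.894 (exact permutation test, p = 0.1). A linear model on stage rank, the test that the methods of the paper name and that was added here after seeing the data, gave p = 0.0375 for the same relation, beside the exact permutation test above.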

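RT troughs had an upper quartile of 300 kb in zygotes, 250 kb in 2-cell and 4-cell embryos, 300 kb at the 8-cell and 16-cell stages and in the ICM, and 450 kb in morulae. The upper quartile had a Pearson's r of 0.516 with stage order (exact two-sided permutation test, p = 0.286; adjusted p = 0.286) and a Spearman's rho of 0.558 (p = 0.21 from the same test). With zygote and ICM left out, r was 0.866 (exact permutation test, p = 0.0667). AT content was 59.25% in RT troughs, 57.76% in RT peaks and 57.73% in TTRs of zygotes, and 59.14%, 57.11% and 57.95% in those of morulae. The excess of RT troughs over RT peaks was 1.49 percentage points in zygotes, 1.42 in 2-cell, 1.77 in 4-cell, 2.03 in 8-cell and 1.67 in 16-cell embryos, 2.04 in morulae and 1.25 in the ICM. With a window of 11 bins it was smaller at every stage, at 0.755 in zygotes and 1.14 in morulae.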

The size of RT troughs remains overall stable (*P* = 0.19; Fig. 1f) and, similar to embryonic stem (ES) cells; RT troughs have higher AT content than RT peaks and TTRs (Extended Data Fig. 3c). RT peaks can reshuffle into TTRs and TTRs into RT peaks during each cell division (Extended Data Fig. 3d). Similarly, RT troughs converted into TTRs and TTRs into RT troughs but changes from RT peaks into RT troughs and vice versa are extremely rare (Extended Data Fig. 3d). 

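Of the bins in RT peaks, 52.4% on average lay in TTRs at the next stage (46.6 to 58.2% over 6 steps), and 35.6% stayed in RT peaks. Of the bins in TTRs, 16.4% lay in RT peaks at the next stage (15.8 to 17.3%), and 67.9% stayed in TTRs.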

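RT troughs went to TTRs in 51.7% of their bins (46.0 to 56.6%) and stayed RT troughs in 37.8%, and TTRs went to RT troughs in 15.6% (14.3 to 16.7%). RT peaks went to RT troughs in 12.0% of their bins (9.99 to 13.7%) and RT troughs to RT peaks in 8.57 to 13.1%. With a window of 11 bins the exchange between RT peaks and RT troughs was larger, at 19.6% and 18.7%.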

Approximately half of RT peaks and RT troughs changed into TTRs at the subsequent developmental stage, suggesting remodelling of replication features between each stage following cell division. 

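Turnover between stages was set beside turnover between separate sets of 17 cells of the same stage. With 17 cells on either side, 52.7% of RT peaks lay in TTRs at the next stage and 52.7% in the other set of the same stage. For RT troughs the values were 52.3% and 51.0%, and from RT peaks to RT troughs 15.2% and 14.1%. At this cell number the mean turnover between stages was thus close to that within a stage. The means were not tested against one another, nor were single steps.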

Because TTRs are regions in which potential changes in RT occur^24,25^, such remodelling may provide the basis for the gradual developmental progression of the RT programme. In addition, the concomitant decrease in the number of RT peaks and their increase in size suggests a progressive consolidation of the RT programme^7^ whereby more adjacent regions with similar RT merge. Indeed, RT peaks become progressively larger and acquire more distinct, earlier relative RT values compared with their genomic surrounding from the 4-cell stage (Fig. 1h). 

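RT peaks numbered 2015 at the 4-cell, 2037 at the 8-cell and 1954 at the 16-cell stage and 2093 in the ICM, and RT troughs 2213 in zygotes, 2159 in 2-cell embryos and 1753 in morulae. The number of RT peaks had a Pearson's r of −0.656 with stage order (exact two-sided permutation test, p = 0.101; adjusted p = 0.152; rho −0.607 with p = 0.167), that of TTRs −0.701 (p = 0.0675; adjusted p = 0.137; rho −0.857 with p = 0.0238) and that of RT troughs −0.617 (p = 0.13; adjusted p = 0.156; rho −0.607 with p = 0.167). Without the ICM, r was −0.948 for RT peaks (exact permutation test, p = 0.00556), −0.903 for TTRs (p = 0.0111) and −0.928 for RT troughs (p = 0.00556). With zygote and ICM both left out, the r values were −0.93, −0.961 and −0.892, and with the raw share of cells that of TTRs was −0.883 (exact permutation test, p = 0.0667). From fewer and larger RT peaks, the paper proposes that adjacent regions of similar RT merge as the programme consolidates.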

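RT at the centre of RT peaks exceeded that of the surroundings by 0.123 in zygotes, 0.125 in 2-cell embryos and 0.130 in 4-cell embryos. The excess was 0.146 at the 8-cell stage, 0.219 at the 16-cell stage, 0.238 in morulae and 0.122 in the ICM, or 0.159 in ICM cells of 96 to 100 h. RT at the peak itself was 0.66 in zygotes, 0.624 in 2-cell embryos, 0.551 in 4-cell embryos and 0.749 in morulae. The excess had a Pearson's r of 0.487 with stage order (exact two-sided permutation test, p = 0.256) and a Spearman's rho of 0.25 (p = 0.595 from the same test). With zygote and ICM left out, r was 0.94 (exact permutation test, p = 0.0167), and with the ICM alone left out it was 0.908 (p = 0.00278 from the same test). Without the 8-cell cells of 72 h and the 16-cell cells of 77 h, these stages had 0.187 and 0.294, and with zygote and ICM left out r was 0.855 (exact permutation test, p = 0.0667).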

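RT peaks took up 18.6% of the genome in zygotes and 20.2% in morulae, TTRs 61.6% and 58.5%, and RT troughs 19.9% and 21.26%. RT peaks held 8.92 gene starts per Mb in zygotes, 12.1 at the 4-cell stage and 9.41 in the ICM. Mcm7, part of the replicative helicase (chromosome 5, 138164583 to 138172422), was earlier in morulae than in 2-cell embryos by 0.375.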

Our data support a gradual consolidation of RT features during preimplantation development and suggest that the shaping of RT occurs at the level of RT peaks and TTRs.

## RT in zygote and 2-cell-stage embryos is distinct from later stages

Genome-wide correlation analysis of RT across all stages established that zygotes and 2-cell embryos cluster apart from all other stages (Fig. 2a), suggesting that, despite a similar variability score, the 4-cell-stage RT programme differs from zygotes and 2-cell embryos in other features. 

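RT of zygotes and 2-cell embryos correlated at a Spearman's R of 0.733 across bins, which are not independent replicates (95% interval 0.556 to 0.691). Zygotes correlated with the stages from 4-cell to ICM at a mean R of 0.688, from 0.641 with morulae to 0.733 with 8-cell embryos and 0.741 with the ICM. RT of 2-cell embryos correlated with morulae at 0.529 and with the ICM at 0.631. Whether 2-cell embryos stood closest to zygotes varied. Over all deposited cells R with zygotes was 0.749 for 2-cell embryos, 0.707 for 8-cell embryos and 0.73 for the ICM. Corrected for the agreement between separate sets of cells of a stage, these were 0.893, 0.862 and 0.866. At equal cell number they were 0.524, 0.56 and 0.535. The closest pair was 16-cell and morula, with R 0.911, and 4-cell embryos had 0.661 with 2-cell embryos and 0.762 with morulae. Clustering by complete linkage put zygote and 2-cell together and apart from the other stages, also over all deposited cells. This held in 62.1% of 1000 resamplings of the cells and in 30% of 100 draws with the same number of cells per stage. With the raw share of cells, and on average over the draws of equal cell number, zygotes fell with the later stages, although average linkage of the raw share kept zygote and 2-cell together. Without the cells of 72 h and 77 h, complete linkage put the ICM with both.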

To determine the basis of the differences in RT behaviour in zygotes and 2-cell embryos we investigated three alternative explanations. First, to determine whether the unusual RT patterns resulted from asynchrony due to different fertilization times, we performed Repli-seq in zygotes produced by in vitro fertilization (IVF), allowing timely control of fertilization. 

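IVF zygotes were collected from 5.5 h after fertilization on, and their deposited replication states went through the same steps as those of natural zygotes. The paper passed 56 cells, with 759131 to 11019522 mapped reads and a median of 2890400, and 1 more deposited cell with 613715 reads enters the values over all deposited cells. Their median replication score was 62.0%. The cells are not tied to separate collections here, so they are pooled beside the 53 natural zygotes.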

IVF zygotes showed RT profiles similar to those of zygotes arising from natural fertilization (Extended Data Fig. 4a,b). 

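IVF zygotes and natural zygotes had RT that correlated at a Spearman's R of 0.6998 across bins (0.703 over all deposited cells). Drawn at 26 cells on either side, IVF and natural zygotes had a mean R of 0.571, and separate sets of natural zygotes had 0.706. The mean absolute difference in RT was 0.0996, with 4.34% of bins later and 7.00% earlier in IVF zygotes by 0.2 or more. Trophectoderm genes were later in IVF zygotes in 17 of 18 genes, by a median of −0.0984 (95% interval −0.183 to −0.0483), and housekeeping genes in 24 of 29, by −0.0716, at percentiles 3.9 and 10.35 of random lists (median −0.03467). Earlier RT was seen in 25 of 29 long neuronal genes, by 0.112 (0.0488 to 0.178). The window at the low-density lipoprotein receptor relative Lrp1b (chromosome 2, 40550001 to 42550000) was earlier by 0.314 (0.179 to 0.463), and the window on chromosome 7 from 142800001 to 144800000, with the imprinted genes Ascl2, Kcnq1, Cdkn1c and Phlda2, was later by −0.313 (−0.431 to −0.1998). Variability differed from that of natural zygotes by 0.0183 (−0.0292 to 0.0514).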

Second, we considered whether unusual RT patterns result from disparate RT of maternal and paternal genomes, which are thought to replicate asynchronously^26^, are physically separated as two pronuclei during the first cell cycle and remain topologically segregated in 2-cell-stage nuclei^27^. To address this we performed Repli-seq in parthenogenetic zygotes containing only one copy of the maternal genome. 

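Parthenotes, which develop from an activated egg without a paternal genome, were collected from 5.5 to 12 h after activation. The paper passed 49 cells with 755469 to 6984434 mapped reads and a median of 2923018, and 8 further deposited cells with 105627 to 677112 reads enter the values over all deposited cells. The authors' deposited replication states for them are in the same form as those of fertilized zygotes, and the median replication score was 57.2%. Cells of all parthenotes were pooled, since the labels name no collection.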

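Variability in parthenotes was higher than in natural zygotes by 0.0677 (95% interval 0.0208 to 0.0987). In the region of chromosome 2 from 60 to 100 Mb the standard deviation of RT was 0.159 in parthenotes and 0.194 in IVF zygotes. Long neuronal genes were earlier in parthenotes than in zygotes in 24 of 29 genes, by a median of 0.118 (0.0599 to 0.186). Lrp1b (chromosome 2, 40595246 to 42653624) had RT 0.298 in zygotes, 0.61 in IVF zygotes and 0.694 in parthenotes. Olfactory receptor genes were earlier in 843 of 1126 genes, by 0.0877, and primitive endoderm genes were later in 16 of 20, by −0.102. Genes expressed from the paternal copy by imprinting were later in 25 of 32 genes, by −0.0867, and those expressed from the maternal copy in 24 of 29, by −0.0797. Random lists were later too, with a median near −0.0474, and paternally expressed, maternally expressed and primitive endoderm genes lay at percentiles 5.35, 10.51 and 3.55 of these.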

The replication profiles in parthenotes and normal zygotes were similar (Fig. 2b,c). Genome-wide correlations of RT values confirmed that RT values in parthenogenetic and naturally fertilized zygotes were comparable, and also with IVF zygotes (Fig. 2d and Extended Data Fig. 4c,d). This analysis confirmed that RT separates into two major groups containing zygotes and 2-cell embryos versus all other stages (Extended Data Fig. 4d). 

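RT of parthenotes correlated with that of natural zygotes at a Spearman's R of 0.589 across bins (0.602 over all deposited cells) and with that of IVF zygotes at 0.714. Drawn at 26 cells on either side, parthenotes and natural zygotes had a mean R of 0.489, below the 0.708 of separate sets of natural zygotes of that size. The mean absolute difference in RT between parthenotes and natural zygotes was 0.109, with 5.39% of bins later and 8.66% earlier in parthenotes by 0.2 or more. RT in zygotes was lower in regions rich in AT (Spearman's R −0.459 across bins), whereas R was −0.103 in IVF zygotes and 0.0104 in parthenotes. The largest difference between parthenotes and zygotes was at Lrp1b, on chromosome 2 from 39800001 to 41800000, with RT 0.681 and 0.224 (difference 0.457, 95% interval 0.328 to 0.585). The latest window relative to zygotes lay on chromosome 8 from 11400001 to 13400000, with the neural factor Sox1, at −0.276.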

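IVF zygotes correlated at a mean R of 0.678 with zygotes and 2-cell embryos and 0.485 with the stages from 4-cell to ICM. Parthenotes had 0.560 and 0.416, maternal pronuclei 0.614 and 0.476, and paternal pronuclei 0.643 and 0.617. Among the natural stages, ICM had 0.686 with zygotes and 2-cell embryos and 0.768 with the other later stages, and 4-cell embryos had 0.663 and 0.749.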

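Pronuclei, which hold the maternal and the paternal genome of the zygote apart before the first mitosis, were isolated at 21 to 25 h after hCG. The values rest on 20 maternal and 17 paternal pronuclei with deposited replication states and a replication score of 10 to 90%, and on 1 more maternal pronucleus with 416681 reads where all deposited cells are used. Maternal pronuclei had 790972 to 5205441 mapped reads with a median of 2960485.5, and no read counts for paternal pronuclei were used here. Sample numbers shared by 10 maternal and 10 paternal pronuclei were examined as paired samples: their replication scores had an r of −0.228 (permutation test, two-sided, p = 0.522), and only 1 of 10 fitted its own number best, so the numbers were not used as pairs in the main values. As a replicate block, the paired pronuclei gave a maternal to paternal R of 0.378, where 10 random cells of either kind gave 0.401 (0.244 to 0.499). The standard deviation of RT from 60 to 100 Mb of chromosome 2 was 0.204 in maternal and 0.255 in paternal pronuclei.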

We further generated Repli-seq from physically isolated pronuclei (Extended Data Fig. 4e), which showed overall similar RT profiles in maternal and paternal pronuclei (Fig. 2e,f). Both pronuclei exhibited genome-wide correlations similar to natural zygotes (Spearman’s *R* = 0.65 and 0.67 for maternal and paternal, respectively; Fig. 2g) and to IVF zygotes (Extended Data Fig. 4c). 

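RT of zygotes correlated with maternal pronuclei at a Spearman's R of 0.621 and with paternal pronuclei at 0.677 across bins, and the difference of 0.0558 (95% interval −0.112 to 0.219) was not detectable with these cells. Over all deposited cells the values were 0.630 and 0.669. With IVF zygotes, maternal pronuclei had 0.672 and paternal pronuclei 0.574. Maternal and paternal pronuclei correlated with one another at 0.540. At 8 pronuclei on either side the mean R between them was 0.349, and separate sets of paternal pronuclei had 0.360. Long neuronal genes were earlier in maternal pronuclei in 25 of 29 genes, by a median of 0.148 (0.0133 to 0.268). Lsamp, a neuronal adhesion gene (chromosome 16, 39984361 to 42181679), was earlier by 0.337 (0.111 to 0.554), and Tead4, a regulator of the trophectoderm, was later by −0.324.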

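RT of parthenotes correlated at a Spearman's R of 0.620 with maternal pronuclei and 0.487 with paternal pronuclei across bins. The difference was 0.133 (95% interval −0.0205 to 0.214), and with the 10 pronuclei of either kind that share numbers the values were 0.481 and 0.424. RT followed AT content at −0.11 in maternal and −0.391 in paternal pronuclei. The window on chromosome 15 from 2150001 to 4150000, with the growth hormone receptor gene Ghr, was earlier in maternal pronuclei by 0.422 (0.176 to 0.662). On chromosome 8, the window from 93000001 to 95000000, with Gnao1 and the metallothionein gene Mt1, was later by −0.394 (−0.569 to −0.163).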

Maternal RT values correlated slightly better with parthenotes than paternal RT values (Spearman’s *R* = 0.62 and 0.49, respectively; Fig. 2h) suggesting that, while highly similar, differences exist between the RT profiles of parental genomes. Finally we investigated whether allele-specific differences can bias RT patterns by performing single-nucleotide polymorphism (SNP)-based analysis of RT in zygotes from hybrid (F_1_ × DBA) crosses. Specifically we asked whether the subtle RT differences between parental genomes are consistent across individual embryos. We find that overall there is no consistent allelic-specific bias in zygotes (Extended Data Fig. 4f,g). This indicates that, although maternal and paternal genomes differ slightly in their RT profiles, these differences do not bias zygotic RT. In agreement, RT peaks, TTRs and RT troughs from both genomes have similar RT behaviour (Fig. 2i and Extended Data Fig. 4h,i). In addition, analysis of imprinted genes indicated no replication asynchrony, in line with findings from ES cells^28^ (Extended Data Fig. 5). 

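RT peaks had a median RT of 0.6932 in maternal and 0.6931 in paternal pronuclei, TTRs 0.538 and 0.516, and RT troughs 0.366 and 0.371. Maternal pronuclei held 2059 RT peaks, 3580 TTRs and 2096 RT troughs, and paternal pronuclei 2054, 3523 and 2048. Mean variability differed between them by 0.00421. RT troughs were richer in AT than RT peaks by 0.406 percentage points in maternal and 1.16 in paternal pronuclei.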

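Imprinted genes, which are read from the copy of a single parent, showed no common direction between pronuclei. Of 29 genes expressed from the maternal copy, 14 were earlier in maternal and 15 in paternal pronuclei, with a median difference of −0.00698 (95% interval −0.179 to 0.0798). Of 32 expressed from the paternal copy, 14 and 18 were, with a median of −0.0236 (−0.103 to 0.0909). Their median absolute differences were 0.0918 and 0.15, beside 0.109 for all protein-coding genes. Igf2, a fetal growth factor (chromosome 7, 142650766 to 142666816), differed by −0.168 (−0.424 to 0.0984) and the neighbouring H19 (142575529 to 142578143) by −0.167 (−0.411 to 0.0786). Igf2r (chromosome 17, 12682406 to 12769664), which clears that growth factor, differed by 0.048 (−0.289 to 0.317) and Snrpn (chromosome 7, 59982495 to 60140219), of the spliceosome, by 0.186 (−0.0345 to 0.455). Dio3, which inactivates thyroid hormone, was the farthest, later in maternal pronuclei by −0.559 (−0.797 to −0.286). With the raw share of cells the median of paternally expressed genes was 0.0123.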

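Between maternal and paternal pronuclei the mean difference in RT was 0.0110 (95% interval −0.0498 to 0.0881) and the mean absolute difference 0.134, with 10.4% of bins later and 12.7% earlier in maternal pronuclei by 0.2 or more. The sign of the mean varied, with −0.01483 for scores of 20 to 80% (15.97% later and 12.05% earlier) and 0.0767 for the same-numbered pronuclei. Separate sets of 8 paternal pronuclei differed by a mean absolute 0.204, and 8 maternal against 8 paternal by 0.206. Dppa3, an oocyte factor that protects the maternal genome from demethylation (chromosome 6, 122626410 to 122630272), was later in maternal pronuclei by −0.306 (−0.571 to −0.0232), and Pou5f1, which maintains pluripotency, by −0.427 (−0.669 to −0.0638). Major ZGA genes were later in maternal pronuclei in 16 of 21 genes, by a median of −0.0954, and replication factors in 21 of 29, by −0.0819, at percentiles 6.47 and 7.385 of random lists (median −0.02777).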

We conclude that RT profiles in zygotes are not due to parental asynchrony but rather reflect inherent properties of RT in both genomes at early developmental stages. Therefore, early embryos show a RT programme that is initially less well defined and becomes progressively more defined from the 4-cell stage.

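Maternal oocyte genes had a median RT of 0.736 in morulae and replication factors of 0.584 in zygotes, 0.528 in 2-cell embryos and 0.753 in morulae. Between zygotes and morulae, pluripotency genes were earlier in 21 of 22 genes, by a median of 0.254, and long neuronal genes later in 29 of 29, by −0.219. Random lists had a median of 0.1666, and pluripotency genes lay at percentile 99.56 of these. Dppa2 and Dppa4, neighbouring activators of early embryonic genes on chromosome 16 (48303908 to 48319723 and 48283733 to 48294237), were earlier in morulae than in zygotes by 0.456 and 0.469. The paper examined parthenotes, pronuclei, imprinted genes and the alleles of hybrid zygotes. From these it concludes that zygotic RT reflects properties shared by both parental genomes and not asynchrony between them.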

**Fig. 2:**
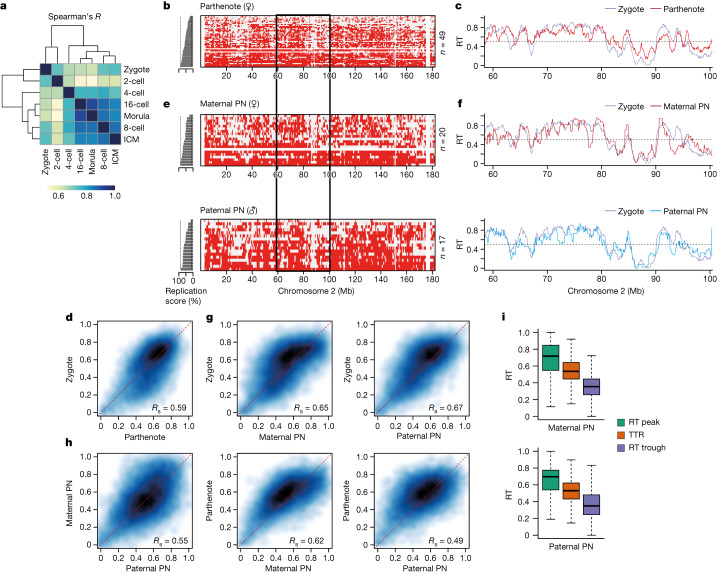
RT in zygotes is less well defined compared with that in later embryonic stages and does not exhibit global allelic differences. **a**, Correlation of genome-wide RT values between the indicated stages of preimplantation embryos using Spearman’s *R*. **b**,**c**, Characterization of RT in parthenogenetic zygotes. Heatmaps show replication states in parthenogenetic embryos (**b**) and corresponding average RT profiles (**c**). **d**, Smoothed scatterplot of RT values in normal versus parthenogenetic zygotes. Spearman’s correlation (*R*_s_) is indicated. **e**,**f**, Characterization of RT in physically isolated maternal and paternal pronuclei (PN). Heatmaps show replication states in each pronucleus (**e**) and corresponding average RT profiles (**f**) of the chromosome 2 region, indicated by the black rectangle. **g**, Smoothed scatterplot of RT values in zygotes compared with isolated maternal and paternal pronuclei. Spearman’s correlation is indicated. **h**, Smoothed scatterplot of RT values comparing maternal or paternal pronucleus and parthenogenetic zygotes, as indicated. Spearman’s correlation is indicated. **i**, RT values of RT peaks, TTRs and RT troughs in isolated maternal and paternal pronuclei. Box plots show median and IQR, whiskers depict the lowest and highest values within 1.5× IQR.

## Segregation between early and late RT increases as development proceeds

Next, we investigated whether the robustness of RT (cell-to-cell heterogeneity) changes during development. We asked whether and how RT heterogeneity fluctuates throughout S phase. We generated a sigmoid model^29^ and computed the relationship between RT values and *T*_width_ (Extended Data Fig. 6a), which quantifies the time difference at which 25–75% of cells replicated a given genomic bin^10,30^, for each stage. 

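For each bin the share of cells with the bin replicated was taken in each of the 16 score intervals, a sigmoid was fitted, and T_width was read as the difference in score between 25 and 75% of cells. T_width is therefore in percentage points of replication score, and M is the score at 50% of cells. Median T_width was 29.3 in IVF zygotes, 30.8 in parthenotes, 26.8 in maternal and 27.5 in paternal pronuclei. On data simulated at the scores of the 2-cell cells, true widths of 10, 20 and 40 came back as 12.2, 15.9 and 22.9. The fit to interval shares thus compressed large values, for a cause that was not tested. A logistic curve fitted to single cells gave 8.67, 18.6 and 38.3.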

The *T*_width_ value thus reflects the variation in RT across cells within the same stage. 

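Median T_width was 29.1 in zygotes, 30.1 in 2-cell, 26.3 in 4-cell, 28.4 in 8-cell and 22.1 in 16-cell embryos and 19.6 in morulae. Morulae were below zygotes by −9.46 (95% interval −13.1 to −6.60) and below 2-cell embryos by −10.5 (−14.1 to −8.09). The step from 2-cell to 4-cell was −3.80 (−6.94 to −2.19), that from 4-cell to 8-cell 2.16 (−1.47 to 5.54) and that from 8-cell to 16-cell −6.34 (−11.4 to −1.79). Over the 7 stages, Pearson's r with stage order was −0.498 (exact two-sided permutation test, p = 0.252) and Spearman's rho −0.571 (p = 0.2 from the same test). With zygote and ICM left out, r was −0.91 (exact permutation test, p = 0.05; 0.0667 with scores of 20 to 80% and 0.0833 with the logistic curve), and with the ICM alone left out it was −0.879 (p = 0.025 from the same test).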

*T*_width_ values decreased during development, indicating an overall more coordinated RT programme (Fig. 3a). However, *T*_width_ increased again for ICM, reflecting the heterogenous nature of the ICM preceding its segregation into epiblast and primitive endoderm lineages (Fig. 3a). 

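Median T_width in the ICM was 28.9, above that of morulae by 9.26 (95% interval 6.499 to 13.5). In ICM cells of 96 to 100 h it was 26.1, a difference of 6.53 (0.856 to 8.91). Regions with early RT in the ICM had a T_width of 23.4 and regions with late RT 16.3, but 29.99 and 106.2 with the logistic curve. The value of 106.2 exceeds the whole range of the score and cannot be read as a width. Trophectoderm markers had a median RT of 0.566 in the ICM and primitive endoderm markers 0.637, where they had 0.782 and 0.765 in morulae. Gata6, which directs primitive endoderm (chromosome 18, 11052064 to 11085635), had RT 0.826 in morulae and 0.701 in the ICM. The paper states that the higher T_width reflects the mixed nature of the ICM before epiblast and primitive endoderm segregate.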

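In zygotes T_width was 24.8 in regions with RT of 0.7 and above, 30.9 in regions between, and 20.2 in regions with RT of 0.3 and below. In 2-cell embryos these were 24.0, 31.2 and 22.5, in 4-cell embryos 14.3, 28.7 and 22.8, and in morulae 18.6, 24.6 and 12.3. With the logistic curve the order of early and late regions was the other way at these stages, with 36.68 in early and 64.55 in late regions of zygotes, 35.7 and 58.71 in 2-cell embryos, 272.1 and 28.08 in 4-cell embryos and 26.98 and 46 in morulae. The order of early and late regions thus differed between the curves. A logistic width of 272.1 exceeds the whole range of the score and cannot be read as a width. The simulation tested both curves over all bins and not by region, so it does not tell which order holds.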

Regions replicating early and late were relatively homogenous (Extended Data Fig. 6b). Overlapping of RT features onto *T*_width_ values indicated that RT peaks and RT troughs are less heterogeneous compared with TTRs (Fig. 3b). In addition, RT peaks and RT troughs are remarkably uniform across cells of the same stage. 

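In zygotes T_width was 26.9 in RT peaks, 30.3 in TTRs and 26.4 in RT troughs. TTRs exceeded RT peaks by 3.37 (95% interval 2.38 to 4.404) and RT troughs by 3.88 (2.97 to 5.04). In 2-cell embryos these features had 27.6, 31.2 and 27.8, with TTRs above RT peaks by 3.63 (3.06 to 4.201). In the ICM they had 26.0, 29.9 and 27.9. With the logistic curve TTRs were not the widest: RT peaks, TTRs and RT troughs had 40, 38.99 and 44.79 in zygotes, 40.42, 45.14 and 48.61 in 2-cell embryos and 34.21, 36.67 and 46.76 in the ICM.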

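RT peaks and RT troughs of morulae each had a median T_width of 17.0, beside 21.16 in TTRs, but 29.41 and 29.03 beside 26.71 with the logistic curve. At the 16-cell stage RT peaks had 19.8, TTRs 23.8 and RT troughs 18.8, at the 8-cell stage 26.2, 29.5 and 25.5, and at the 4-cell stage 22.0, 27.8 and 24.3. With the logistic curve RT peaks exceeded TTRs at these stages too, with 32.01 and 28.83, 38.17 and 36.47, and 42.8 and 31.47.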

We also calculated *M*, which is the replication score at which 50% of cells have replicated a given genomic bin. Thus, the distribution of *M*-values indicates how well partitioned into early and late are RT values across the genome. *M* values for mouse ES cells depicted a clear bimodal distribution, reflecting well-defined early and late RT patterns (Fig. 3c). This was not the case for early embryonic stages (Fig. 3c). Instead, a bimodal distribution became apparent after the 2-cell stage, reflecting the emergence of a RT programme that separates the genome towards early (earlier) and late (later) RT values (Fig. 3c and Extended Data Fig. 6c). 

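In zygotes and 2-cell embryos most bins had M near mid S phase. The middle part of the score range held 56.1% of bins in zygotes and 64.8% in 2-cell embryos, and the distribution of M had 1 mode at both stages. The standard deviation of M was 12.7 and 10.8 percentage points of replication score.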

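From the 4-cell stage on the distribution of M had 2 modes at every stage, but 1 mode with the logistic curve. The ICM had 1 mode with scores of 20 to 80% and the 16-cell stage 5 without the cells of 77 h. For 2-cell embryos the value over draws of 34 cells was 1.5, so some draws had more than 1 mode. Maternal and paternal pronuclei, with 20 and 17 cells, also had 2 modes. A second mode was thus not limited to stages after the 2-cell stage. The standard deviation of M was 14.2 at the 4-cell, 14.0 at the 8-cell and 16.9 at the 16-cell stage, 19.8 in morulae and 12.7 in the ICM. The middle part held 56.9%, 51.1%, 37.9%, 27.6% and 58.1% of bins at these stages. Sarle's bimodality coefficient was 0.506 in zygotes, 0.432 in 2-cell, 0.418 in 4-cell, 0.494 in 8-cell and 0.554 in 16-cell embryos, 0.606 in morulae and 0.540 in the ICM. The standard deviation had a Pearson's r of 0.529 with stage order (exact two-sided permutation test, p = 0.228; rho 0.357 with p = 0.444), 0.966 without zygote and ICM (p = 0.0333 from the same test; p = 0.0667 also without the cells of 72 h and 77 h) and 0.9 without the ICM (p = 0.0167). From the second mode after the 2-cell stage, the paper reasons that a programme emerges that sorts the genome into earlier and later RT.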

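The interquartile range of M was 17.5 in zygotes, 14.6 in 2-cell embryos, 27.4 at the 16-cell stage, 36.3 in morulae and 16.8 in the ICM, while its median stayed between 47.3 and 50.6 at the natural stages. In ICM cells of 96 to 100 h the range was 20.6. Over all deposited cells, the standard deviation of M had an r of 0.619 with stage order (exact permutation test, p = 0.141).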

We conclude that RT heterogeneity fluctuates during S phase within each developmental stage in the same manner as it does in all previously studied systems, and that segregation between early and late RT values increases as development proceeds.

**Fig. 3:**
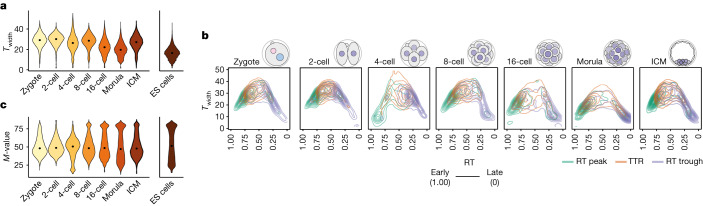
RT heterogeneity decreases with developmental progression, and segregation between early and late RT values increases. **a**, Violin plots showing relative RT heterogeneity (*T*_width_), which is the replication score difference between 25 and 75% of cells replicating the 50 kb bin, in embryonic development and in mouse embryonic stem (ES) cells. Dots indicate median. **b**, Contour plot showing *T*_width_ along progression of RT in mouse embryos. RT peaks, TTRs and RT troughs are indicated. **c**, Violin plots showing RT mid-point value (*M-*value), which is the replication score at which 50% of cells replicated the 50 kb bin during embryonic development and in mouse ES cells. Dots indicate median.

## Consolidation of RT is characterized by specific changes in histone modifications

The relationship between RT and transcription remains unclear, with often contradictory reports on RT instructing transcription or vice versa^9,31^. Because the embryo starts transcription de novo following a period of transcriptional silence in the germline, the embryo provides an outstanding opportunity to disentangle the role of transcriptional activation in the establishment of RT. Our above results indicate that the RT programme becomes progressively more defined, particularly after the 2-cell stage (Fig. 1d,h), which corresponds to the time of ZGA^17^. Thus we first asked whether chromatin features of active transcription relate to the progressive definition of RT. H3K36me3 became enriched at RT peaks from the 8-cell stage (Fig. 4a) (no available data for H3K36me3 at the 4-cell stage), indicating that H3K36me3 marks emerging RT peaks (Extended Data Fig. 7a). Whereas H3K36me3 is associated with gene bodies and is thus typically excluded from replication origins in other cells^23^, H3K36me3 does not necessarily reflect transcription elongation kinetics during development^32^ and thus our findings may reflect specific embryonic chromatin features. H3K4me3 levels were relatively stable across RT peaks, TTRs and RT troughs, with slightly higher levels at RT peaks and a depletion in RT troughs in zygotes and 2-cell embryos compared with later stages (Fig. 4b and Extended Data Fig. 7a). Because oocytes have distinctive broad H3K4me3 domains, which are remodelled by demethylases KDM5A/5B upon ZGA^33,34^, we asked whether H3K4me3 inheritance is linked to RT in embryos. 

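KDM5B is a demethylase of H3K4me3, a mark of active promoters, and embryos that received its mRNA as zygotes were collected at 34 to 40 h after hCG. The values rest on 56 cells with deposited replication states, all with a replication score of 10 to 90% and a median score of 55.6%. Read counts of these cells were not used here. The control is the 54 cells of natural 2-cell embryos, collected at 32 to 40 h, and the cells of either group were pooled.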

For this we expressed KDM5B^14^, known to remove H3K4me3 broad domains^34^, in mouse zygotes and performed scRepli-seq at the 2-cell stage (Extended Data Fig. 7b). 

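RT after KDM5B expression correlated with RT of control 2-cell embryos at a Spearman's R of 0.789 across bins. At 27 cells on either side the mean R was 0.655, and separate sets of control cells had 0.674. By 0.2 or more, 1.16% of bins were later and 1.71% earlier, with a mean absolute difference of 0.0721. The window on chromosome 7 from 6200001 to 8200000, with the imprinted genes Zim1, Peg3 and Usp29, was the earliest relative to control, by 0.247 (95% interval 0.106 to 0.377). The latest lay on chromosome 5 from 147750001 to 149750000, by −0.234 (−0.364 to −0.104). Peg3, an imprinted zinc finger gene (chromosome 7, 6703892 to 6730431), was earlier by 0.356 (0.171 to 0.511). Col4a2, a basement membrane collagen, was later by −0.312 (−0.48 to −0.155). In the hours that both groups share, 37 to 40 h, 6.96% of bins were later and 7.53% earlier.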

RT profiles following KDM5B expression showed a similar global pattern in control of 2-cell embryos (Extended Data Fig. 7c,d). In addition, KDM5B expression did not affect RT of major ZGA genes, nor of genes expressed in oocytes (Extended Data Fig. 7e,f), indicating that removal of H3K4me3 following fertilization does not majorly impact RT at regions containing major ZGA genes.

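Major ZGA genes, switched on in 2-cell embryos, had a median difference of 0.0362 after KDM5B expression (95% interval −0.0198 to 0.0927), with 13 of 20 earlier. Oocyte genes had 0.00825 (−0.0384 to 0.0651), with 20 of 36 earlier, and −0.00865 against all deposited 2-cell cells. Among major ZGA genes the translation factor relative Eif1ad (chromosome 19, 5366741 to 5371526) had the largest difference, 0.19 (0.00611 to 0.355), and Chka, a choline kinase, had −0.0514. Among oocyte genes the transcription factor Nobox had 0.172 (0.0365 to 0.328), Zar1 (chromosome 5, 72576806 to 72581254), which binds maternal RNA, −0.029, and Pabpc1l, an oocyte poly(A) binding protein, −0.173. Genes expressed from the paternal copy by imprinting were earlier in 25 of 32 genes, by a median of 0.0673 (0.0084 to 0.119), more than in 99.96% of 10000 random lists (percentile 99.3 of lists shifted along the genome). Trophectoderm genes were later in 13 of 18 genes, by −0.0303 (percentile 6.28 of random lists), among them Cdx2 (chromosome 5, 147300805 to 147307270), the master regulator of that lineage, by −0.186 (−0.341 to −0.0161). From RT at major ZGA genes, the paper concludes that removal of H3K4me3 after fertilization has no major impact there.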

**Fig. 4:**
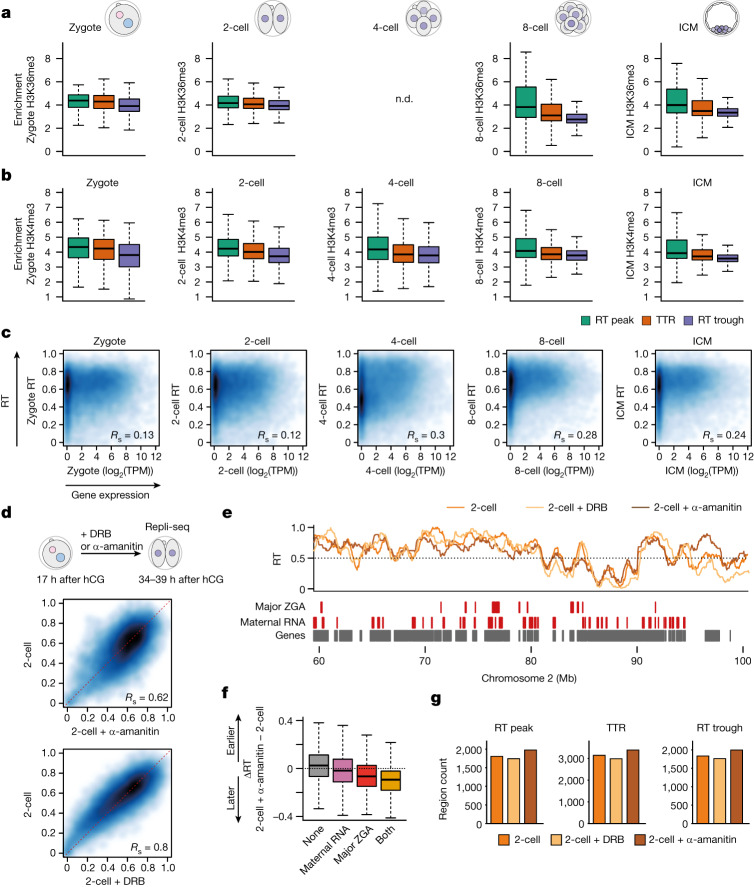
Consolidation of RT is characterized by specific changes in histone modifications at RT troughs and RT peaks and is influenced by ZGA. **a**, H3K36me3 coverage at the indicated replication features at different embryonic stages. **b**, H3K4me3 coverage at replication zones at each embryonic stage. **c**, Smoothed scatterplots showing correlation between RT values and transcript abundance (log_2_(TPM)) at the indicated embryonic stages. Spearman’s correlation is indicated. Note that Spearman’s *R* measures not only linear, but also monotonic, relationships and is robust to outliers. **d**, Smoothed scatterplots showing correlation of RT values between control 2-cell embryos and those treated with α-amanitin (top) or DRB (bottom). DRB or α-amanitin was applied continuously from the zygote stage (17 h after human chorionic gonadotropin (hCG)) until collection at the 2-cell stage, to block both minor and major ZGA, as indicated in the schematic. Spearman’s correlation is indicated. **e**, RT profiles of 2-cell embryos overlayed with those from α-amanitin- and DRB-treated 2-cell embryos. Genomic positions of indicated gene classes according to DBTMEE^54^ are shown as rectangles. **f**, Box plots showing the difference in RT values (ΔRT) between α-amanitin-treated and untreated 2-cell embryos at genomic bins overlapping only major ZGA genes, only maternal RNA genes or both gene classes compared with non-overlapping bins. **g**, Number of replication features in control 2-cell embryos and in embryos treated with α-amanitin or DRB. Box plots show median and IQR, whiskers depict the lowest and highest values within 1.5× IQR. n.d., not determined (data not available).

Next we examined whether RT relates to gene expression levels. Genome-wide correlation of RT values and steady-state transcript abundance were low in zygotes and 2-cell embryos (Spearman’s correlation, *R*_s_; Fig. 4c). In fact, RT in zygotes and 2-cell embryos correlated similarly with the transcriptome of non-fertilized oocytes and zygotes (Extended Data Fig. 7g). This suggests that either the presence of maternally inherited transcripts from oocytes, which dominates the early transcriptome, overrides a possible relationship with RT or that transcriptional activity does not correlate strongly with RT at these stages. We favour the latter interpretation because 2-cell embryos, which undergo massive transcriptional activation and degradation of maternal transcripts, show a similar correlation between their RT and transcriptome to zygotes (Fig. 4c). Both transcript abundance and RT values change significantly during developmental progression and thus the increasing correlation between RT and transcription during development stems from changes in both transcript abundance and RT (Extended Data Fig. 7h,i). From the 4-cell stage, the correlation between RT and transcript levels increases and the typical relationship between transcription and early replication emerges, with genes expressed at high levels replicating early (Fig. 4c and Extended Data Fig. 7i). Indeed, the correlation between transcript abundance and RT values is significantly greater from the 4-cell stage onwards (Extended Data Fig. 7j). This correlation is similar to ES cells, albeit at a lower extent (Extended Data Fig. 7k). These data show that the known correlation between RT and gene expression emerges gradually from the 4-cell stage, with genes showing the highest expression replicating early during S phase.

## RNA polymerase II at ZGA contributes to fine-tuning of the RT programme

We next addressed directly whether transcription regulates the establishment of RT. We incubated zygotes with α-amanitin under conditions that prevent minor and major ZGA but do not affect RNA polymerase (Pol) I transcription, and performed scRepli-seq at the 2-cell stage (Extended Data Fig. 8a,b). 

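α-Amanitin, a mushroom toxin that blocks RNA polymerase II and leads to its degradation, was applied at 0.1 mg per ml from 17 h after hCG, and 2-cell embryos were collected at 34 to 39 h. The values rest on 42 cells with deposited replication states, with a median replication score of 51.3%, against the 54 cells of control 2-cell embryos. Read counts of treated cells were not used here, and the cells of treated embryos were pooled. Major ZGA genes and oocyte genes were taken from lists of well known genes of either kind, and the DBTMEE classes of the paper were not used here. Of 40 major ZGA genes 20 had a value, since repeated clusters such as Zscan4, a marker of the 2-cell state, lie in masked bins.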

Evaluation of RT at later stages is not feasible because inhibition of ZGA prevents development beyond the 2-cell stage^17^. RT values in α-amanitin-treated embryos showed a moderate correlation with control embryos (Fig. 4d), suggesting that prevention of ZGA with α-amanitin may affect RT at the 2-cell stage. Indeed, we observed changes in RT towards earlier and later following α-amanitin treatment (Extended Data Fig. 8c). 

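RT after α-amanitin correlated with RT of control 2-cell embryos at a Spearman's R of 0.627 across bins. At 27 cells on either side the mean R was 0.529 (0.413 to 0.614 over the draws), and separate sets of control cells had 0.669. Correlation with zygotes was 0.508, below that of control 2-cell embryos by −0.225 (95% interval −0.331 to −0.0911), and with morulae 0.186, below it by −0.343 (−0.480 to −0.151). In the hours that both groups share, 35 to 39 h, R was 0.565. Chromosome 11, rich in genes, was later by −0.065 on average, and chromosome 18 was earlier by 0.0487.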

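With bins chosen in 1 set of control cells and RT after α-amanitin set against separate control cells, the mean difference was −0.0408 where control RT was 0.7 or more and 0.0513 where it was 0.3 or less. In separate 100 draws of 27 cells these differences had means of −0.0426 and 0.05. They ran from −0.0827 to 0.00147 and from 0.0101 to 0.1. By 0.2 or more, 3.86% of bins were later and 4.75% earlier, and the mean over all bins was 0.00582 (95% interval −0.0125 to 0.0239). At 27 cells on either side 7.61% were later and 9.10% earlier, beside 5.85% and 6.14% between separate sets of control cells. The window on chromosome 16 from 92350001 to 94350000, with the blood regulator Runx1 and the neural gene Sim2, had RT 0.247, where control had 0.628 (−0.381, −0.493 to −0.273). The window on chromosome 5 from 147650001 to 149650000, with Flt1, a receptor of vascular growth factor, was later by −0.358 (−0.486 to −0.230). A window without genes on chromosome 18 from 16850001 to 18850000 was earlier by 0.2997 (0.1801 to 0.429). Long neuronal genes were earlier in 22 of 29 genes, by a median of 0.0780 (0.0151 to 0.121). Peg3, imprinted and paternally expressed, was earlier by 0.383 (0.194 to 0.563).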

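Major ZGA genes had a median difference in RT of −0.0177 after α-amanitin (95% interval −0.0718 to 0.0645), with 12 of 20 later and 8 earlier. Oocyte genes had −0.0235 (−0.0902 to 0.00617), with 24 of 36 later. Among major ZGA genes, Eif1ad, of the translation machinery, had −0.158 (−0.343 to 0.0367), Kdm4dl, a histone demethylase relative, −0.137 (−0.319 to 0.0634), and the retrogene Zfp352 (chromosome 4, 90218820 to 90225702) 0.0578 (−0.15 to 0.228). Among oocyte genes, Zp3, a coat protein of the egg (chromosome 5, 135980099 to 135988624), was later by −0.3 (−0.464 to −0.125), and the kinase gene Wee2, which holds meiosis, earlier by 0.232 (0.0796 to 0.415). Other groups differed in either direction, and no test set them against the ZGA and oocyte lists. Random lists of 20 genes had a median of −0.0437. Primitive endoderm genes were later in 16 of 20 genes, by a median of −0.109 (−0.167 to −0.0172), and trophectoderm genes in 15 of 18, by −0.104 (−0.176 to −0.0234). Pluripotency genes were later in 18 of 22, by −0.0853 (−0.135 to −0.000536), and ribosome biogenesis genes in 19 of 28, by −0.0697 (−0.142 to −0.000174). The intervals of all these groups hold the random-list median. Trophectoderm, pluripotency and ribosome biogenesis genes missed the threshold against random lists. Krt18, a keratin of the trophectoderm, was later by −0.275 (−0.456 to −0.0894), and Ddx21, an RNA helicase of the nucleolus, by −0.271 (−0.431 to −0.121).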

Further examination showed localized RT changes in α-amanitin-treated embryos (Fig. 4e), with a statistically significant delay in RT of genomic bins overlapping with major ZGA genes but not of regions containing genes expressed in oocytes (maternal genes) or control regions (Fig. 4f and Extended Data Fig. 8d). To better understand how transcription at ZGA affects RT, we sought to distinguish the effects of general transcription inhibition versus transcription elongation. We took advantage of another RNA Pol II inhibitor, 5,6-dichlorobenzimidazone-1-β-d-ribofuranoside (DRB), which inhibits transcriptional elongation by inhibition of RNA Pol II Ser2 phosphorylation, whereas α-amanitin results in full transcriptional inhibition^35^, including via RNA Pol II degradation (Extended Data Fig. 8e,f). DRB treatment during the same period as α-amanitin led to milder changes in RT compared with α-amanitin (Fig. 4d,e). 

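DRB, an inhibitor of transcript elongation, was applied at 100 µM from 17 h after hCG, and 2-cell embryos were collected at 34 to 40 h. The deposited replication states of 67 cells with a replication score of 10 to 90% and a median score of 58.7% were set against the 54 control cells, with the cells of either group pooled, and read counts of treated cells were not used here. RT after DRB correlated with control at a Spearman's R of 0.796 across bins, above that after α-amanitin by 0.169 (95% interval 0.0686 to 0.313). At 27 cells on either side the mean R after DRB was 0.665, beside 0.669 between separate sets of control cells. By 0.2 or more, 1.30% of bins were later and 4.53% earlier, and the mean absolute difference was 0.0841, beside 0.0939 after α-amanitin. This order depends on cell number, since at 27 cells on either side the values were 0.1179 and 0.1154 (0.1023 between separate sets of control cells), and 12.06% of bins were earlier after DRB and 9.10% after α-amanitin. The earliest window relative to control lay on chromosome 13 from 51700001 to 53700000, with the kinase gene Syk and the bone regulator Msx2, by 0.281 (0.171 to 0.402). Chromosome 9 was earlier by 0.069 after DRB and later by −0.0444 after α-amanitin.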

Interestingly, DRB did not significantly change RT of genomic bins containing ZGA genes (Extended Data Fig. 8g,h), suggesting that transcriptional elongation of ZGA genes does not affect their RT. However, DRB and α-amanitin led to similar changes in RT of regions without genes expressed at the 2-cell stage (Fig. 4e and Extended Data Fig. 8i). Thus, we next explored whether other chromatin features relate to the RT phenotype following ZGA inhibition. 

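Major ZGA genes had a median difference of 0.00154 after DRB (95% interval −0.0308 to 0.0733), with 10 earlier and 10 later, and −0.00405 with scores of 20 to 80% only. Hox genes, the regulators of the body axis, were earlier in 18 of 23 genes, by 0.160 (0.0126 to 0.249), and by 0.1599 when each of their 13 bins counted once. Because they lie in clusters, lists shifted along the genome are the comparison here, and the Hox genes lay at percentile 97.9 of these. Hoxb1 was earlier by 0.259 (0.0818 to 0.431), and Hoxc13 had −0.0816. Oocyte genes had 0.0350, with 20 of 36 earlier, and ribosome biogenesis genes 0.0593, with 21 of 28 earlier, at percentiles 50.65 and 84.96 of random lists. Eif1ad, of the translation machinery, was the earliest major ZGA gene relative to control, by 0.277 (0.0959 to 0.432). Because RT of ZGA genes held under DRB, the paper proposes that elongation of their transcripts does not affect their RT.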

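In bins without protein-coding genes (19339 bins) the mean difference from control was 0.0405 after α-amanitin and 0.0127 after DRB, and in bins with such genes (27098 bins) −0.0189 and 0.0282. Differences after α-amanitin and after DRB correlated across all bins at a Pearson's r of 0.205 (covariance 0.00249). Both treatments share a single control, and treated groups simulated as unchanged gave 0.503 for that reason alone (0.288 to 0.696; covariance 0.00393). Against separate sets of control cells, r was −0.0706 (covariance −0.00123). In bins without protein-coding genes r was 0.215, with 0.495 in the simulation and −0.0784 against separate sets. Genes expressed at the 2-cell stage were not told apart from other genes here. Bins on chromosome 18 were earlier on average by 0.0487 after either treatment, and olfactory receptor genes had a median difference of 0.0399 after α-amanitin and −0.0282 after DRB.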

Prevention of ZGA with α-amanitin alters accessibility in 2-cell embryos^36,37^. Analysis of assay for transposase-accessible chromatin using sequencing (ATAC-seq) datasets showed a significant, positive correlation with RT in 2-cell embryos, indicating that regions replicating early are, in general, more accessible than those that replicate late (Extended Data Fig. 9a,b). This correlation was lost following α-amanitin treatment (Extended Data Fig. 9a,b). Globally, the changes in RT elicited by α-amanitin anticorrelated with sites of genome-wide accessibility in 2-cell control embryos (Extended Data Fig. 9c). Indeed, we find that regions that gain ATAC-seq signal following α-amanitin treatment become replicated later; likewise, regions that lose accessibility become replicated earlier (Extended Data Fig. 9d).

To further understand how transcription during ZGA influences RT, we examined RT features in 2-cell embryos treated with α-amanitin or DRB. Prevention of transcription at ZGA using α-amanitin, but not DRB, led to more TTRs, RT peaks and RT troughs with a concomitant decrease in the size of RT troughs (Fig. 4g and Extended Data Fig. 9e). 

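α-Amanitin-treated embryos held 2296 RT peaks, 4021 TTRs and 2251 RT troughs, and DRB-treated embryos 2072, 3610 and 2053. Drawn at 42 cells in every group, treated embryos had a mean of 2305 RT peaks (2269 to 2336) after α-amanitin, control embryos 2193 (2148 to 2262) and DRB-treated embryos 2067 (2020 to 2109). TTRs numbered 4063 (4005 to 4150), 3908 (3797 to 3983) and 3608 (3469 to 3692), and RT troughs 2253 (2221 to 2303), 2154 (2059 to 2219) and 2079 (2010 to 2152). The upper quartile of RT trough size was 250 kb after α-amanitin and in control and 300 kb after DRB. The mean size was 199.7 kb after α-amanitin and 196.7 kb in control, and 189.3 and 191.7 kb at 42 cells.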

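RT peaks after α-amanitin had a median RT of 0.656 and stood above their surroundings by 0.109, and those after DRB by 0.14. RT troughs after α-amanitin had a median RT of 0.384. In the region of chromosome 2 from 60 to 100 Mb the standard deviation of RT was 0.163 after α-amanitin and 0.25 after DRB. Variability differed from control by 0.0234 after α-amanitin (95% interval −0.0173 to 0.047) and by −0.0601 after DRB (−0.0912 to −0.0166).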

The increase in their number and the smaller RT troughs suggests a more fragmented, less consolidated RT programme after α-amanitin treatment. These data also suggest that replication may initiate and terminate at different locations in the absence of embryonic transcription. In support of this, RT troughs in α-amanitin-treated embryos do not show AT content enrichment, in contrast to controls (Extended Data Fig. 9f). In addition, de novo RT peaks in α-amanitin-treated embryos contain fewer genes normally expressed at the 2-cell stage compared with those insensitive to α-amanitin (Extended Data Fig. 9g). Thus, perturbation of RNA Pol II globally at ZGA contributes to fine-tuning of initiation and termination sites at the 2-cell stage.

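AT content after α-amanitin was 57.91% in RT troughs, 57.73% in RT peaks and 58.17% in TTRs. The excess of RT troughs over RT peaks was 0.178 percentage points, and 0.177 (0.0424 to 0.304) over draws of features at 42 cells, where control had 1.30 (1.056 to 1.503). After DRB the excess was 1.44 and after KDM5B expression 0.988. RT troughs after α-amanitin held 9.42 gene starts per Mb and RT peaks 8.71. RT correlated with AT content across bins at −0.314 in control, 0.0712 after α-amanitin (95% interval −0.087 to 0.206), −0.394 after DRB and −0.257 after KDM5B expression. With the raw share of cells it was −0.33 in control and 0.0445 after α-amanitin. Limited to 21 cells of either group from 35 to 39 h, the raw share gave −0.08 after α-amanitin and −0.2 in control, and the difference of 0.12 ran from −0.00624 to 0.228 over 100 draws (0.163 with RT over score intervals, −0.0188 to 0.281). KDM5B embryos differed likewise from control at shared hours, with 23 cells of either group from 37 to 40 h: the raw share gave 0.0108 and −0.105. The difference was 0.116 (−0.00037 to 0.23), and above 0 in 99 of 100 draws, as it was after α-amanitin. After DRB it went the other way, with 33 cells of either group from 35 to 40 h. There the raw share gave −0.387 and −0.198, a difference of −0.188 (−0.292 to −0.093), above 0 in 0 of 100 draws.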

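Rpl4, a ribosomal protein gene, was later after α-amanitin by −0.328 (95% interval −0.507 to −0.17), and Fbl, which modifies ribosomal RNA (chromosome 7, 28169710 to 28179269), by −0.174 (−0.338 to −0.00929). Cdt1, which loads the replicative helicase, was later by −0.276 (−0.424 to −0.124) after α-amanitin and by −0.235 after DRB. T_width differed from control by 0.831 (−1.02 to 1.46) after α-amanitin and by −1.72 (−5.85 to −0.819) after DRB. RT followed gene density at a Spearman's R of −0.13 after α-amanitin, 0.264 after DRB and 0.199 in control. From more numerous features and the AT content of RT troughs after α-amanitin, the paper concludes that RNA polymerase II at ZGA contributes to fine-tuning where replication starts and ends.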

Finally, we characterized silent chromatin features of the embryonic replication programme. RT troughs contain higher levels of H3K9me3 compared with RT peaks and, to a lesser extent, with TTRs, but these differences emerge only from the 2-cell stage and H3K9me3 levels across RT peaks, TTRs and RT troughs are equivalent in zygotes (Extended Data Fig. 10a). H3K27me3 levels are lowest at RT peaks at all developmental stages and, similarly to H3K9me3, RT peaks and RT troughs acquire gradually different histone modifications during development, with RT peaks showing a depletion of H3K27me3 compared with TTRs and RT troughs by the morula stage (Extended Data Fig. 10b,c). These findings may relate to the progressive heterochromatin maturation of early embryos^38,39^. Overall, maturation of the RT programme is accompanied by a progressive, relative increase in H3K9me3 at RT troughs and a gradual decrease at RT peaks.

## Organization into LADs and inter-LADs precedes partitioning of early and late replication

Finally we investigated the dependency between three-dimensional genome architecture and the establishment of RT. In differentiated and stem cells, early and late replication correlate with the A and B compartments, respectively^3,40^, and TADs tend to correspond to replication domains^2^. However, because TADs are not clearly detected in early cleavage stages^14,16^ we focused on compartments and asked whether the A and B compartments already differ in their RT at the earliest developmental stages. A compartments consistently showed an earlier RT profile compared with B compartments (Fig. 5a and Extended Data Fig. 10d). The distinction between early and late RT values in both compartments was less pronounced in zygotes and became clearer as development proceeds (Fig. 5a). In line with only minor differences in the RT of parental genomes (Fig. 2), RT values were only slightly different in maternal and paternal A and B compartments (Extended Data Fig. 10e). RT differed more between paternal A and B compartments than in maternal compartments, potentially because of the weaker structure of the latter^14–16^ (Extended Data Fig. 10e,f). The difference in RT values between A and B compartments increased during development due to both better segregation of RT values and increase in compartment score (Fig. 5b). Inhibition of ZGA with α-amanitin completely eliminated RT differences between A and B compartments but the compartment score remained similar (Fig. 5c)^14^. Globally, A compartments replicated later and B compartments replicated earlier in α-amanitin-treated embryos compared with controls (Extended Data Fig. 10g). Because B compartments are less accessible than A compartments (Extended Data Fig. 10h), these observations can be explained by our results indicating that α-amanitin leads to a shift towards earlier replication of less accessible regions. We conclude that partitioning of early and late RT during early development coincides with the maturation of A and B compartments. In addition, whereas ZGA does not contribute to compartment strength^14^, transcriptional inhibition equalizes differences in RT between compartments.

**Fig. 5:**
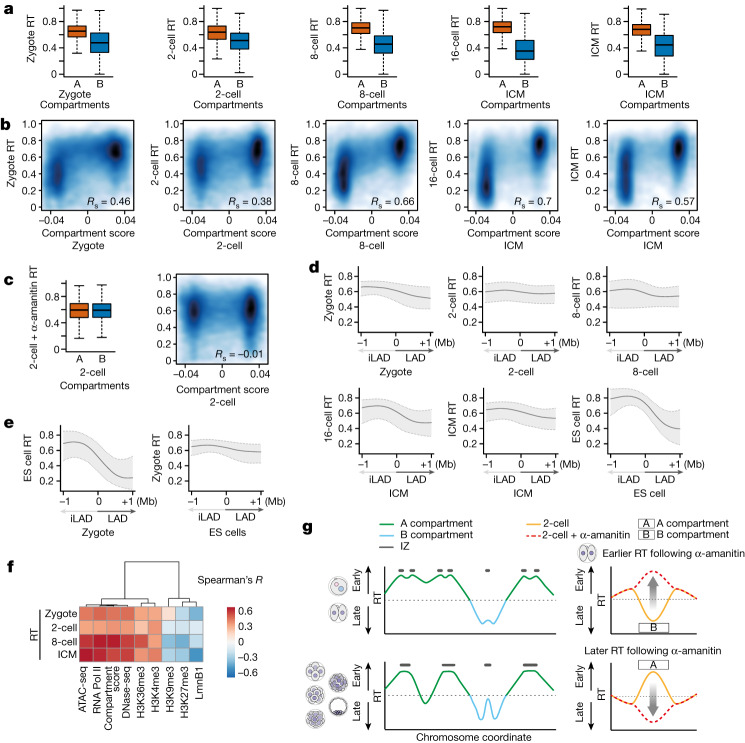
The distinctive RT between A and B compartments is dependent on ZGA, and three-dimensional genome organization precedes partitioning of early- and late-replication dynamics. **a**, Box plots showing RT values in A and B compartments at the indicated stages. Note that, because HiC (high-throughput chromosome conformation capture) data for the 16-cell stage were unavailable, we used the closest developmental stage (ICM) for this comparison. **b**, Smoothed scatterplots showing correlation between RT values and compartment score at the indicated stages. Spearman’s correlation is indicated. **c**, Box plots showing RT values in A and B compartments (left) and correlation between RT values and compartment score (right) in α-amanitin-treated, 2-cell-stage embryos. **d**, Composite plots depicting RT values computed against LADs and iLADs at their corresponding developmental stage. Zero indicates the position of LAD–iLAD boundaries. Because DamID data for the 16-cell stage were not available, we used the closest developmental stage (ICM) for this comparison. **e**, Composite plots depicting RT values of mouse ES cells plotted against zygotic LADs (left) and RT values of zygotes against LADs in ES cells (right). Zero indicates the position of LAD–iLAD boundaries. **d**,**e**, Shading and lines indicate IQR and median, respectively. **f**, Correlation (Spearman’s *R*) heatmap between RT and distinctive chromatin features. When data for the same stage as RT are not available, those of the closest stage are used for analysis. **g**, Model summarizing our findings indicating progressive resolution of RT following the 2-cell stage. Left, RT peaks merge over time, resulting in changes in both number and size. Right, the effect of ZGA inhibition on RT and its relationship to A and B compartments. **a**,**c**, Box plots show median and IQR, whiskers depict the lowest and highest values within 1.5× IQR.

The genetic constitution of mammalian A and B compartments is largely demarcated by repetitive elements^41,42^, which are expressed in the mouse embryo^43,44^. Namely, LINE1 are highly transcribed at the 2-cell stage^43,45^ and are enriched in LADs and B compartments^41,42,46^. In fact, LINE1 and SINE segregate mostly exclusively into B and A compartments, respectively^41^. Thus we investigated the replication features of major transposable element families. Overall, LINE1 were enriched in RT troughs and depleted in RT peaks (Extended Data Fig. 10i). This enrichment was stronger for evolutionarily young LINE1, L1Md_A and L1Md_T, contrasting with older LINE2, which showed depletion from RT troughs (Extended Data Fig. 10i). SINE B2 are enriched in RT peaks and depleted in RT troughs, and this tendency became clearer from the 4-cell stage (Extended Data Fig. 10i). MERV-L (MT2_Mm), highly transcribed in 2-cell embryos^44,47^, was more homogeneously distributed across RT peaks, TTRs and RT troughs. However, MERV-L enrichment in RT features, albeit low, changed throughout development (Extended Data Fig. 10i). Thus the RT of domains containing MERV-L, unlike LINEs, is dynamic (Extended Data Fig. 10i). Indeed, a change in RT of MERV-L occurs during reprogramming of 2-cell-like cells (2CLCs)^48^.

Finally we examined the relationship between LADs and RT. LADs are established in zygotes immediately following fertilization and are reorganized during preimplantation development, but a large proportion of LADs remains constant and is similar to ES cell LADs^13^. In general, LADs, unlike inter-LADs (iLADs), replicate late^2,49^. However, and in sharp contrast to ES cells, RT in zygotes is not clearly distinguishable between LADs and iLADs (Fig. 5d). Zygotic LADs differ between parental genomes^13^ and, accordingly, paternal LADs and iLADs exhibit a slight segregation of RT values and maternal ones to a lesser extent (Extended Data Fig. 10j). RT in zygotes did not exhibit a strong bias towards either paternal or maternal LADs/iLADs (Extended Data Fig. 10k). The separation of RT values in LADs and iLADs increases as development proceeds, reaching a clear distinction in ES cells (Fig. 5d). These observations raise the possibility that nuclear organization into LADs and iLADs temporally precedes establishment of the RT programme. To address this, we asked whether RT in ES cells corresponds to LADs/iLADs in zygotes. Remarkably, RT values in embryonic stem cells plotted against the LAD boundaries of zygotes indicated a clear demarcation of RT in embryonic stem cells according to zygotic LAD boundaries (Fig. 5e), indicating that LAD organization in zygotes predisposes RT at later stages of development. In contrast, plotting the RT values of zygotes over ES cell LAD boundaries did not show such a correlation (Fig. 5e). We conclude that organization of LADs and iLADs at the beginning of development precedes the partitioning of early- and late-replication dynamics.

## Discussion

Our data indicate that the establishment of RT occurs progressively following fertilization, hand-in-hand with the gradual acquisition of distinctive chromatin features and similarly to other epigenomic features (Fig. 5f). The less well-defined, more heterogeneous RT programme in zygotes and 2-cell embryos may reflect a higher plasticity in the chromatin structure in general and could also be related to changes in histone deposition occurring at these stages^50^. RNA Pol II in zygotes and 2-cell-stage embryos contributes to the definition of RT. The comparatively milder effects on RT elicited by DRB compared with α-amanitin suggest that RNA Pol II itself influences the RT programme in 2-cell-stage embryos to a greater extent than transcriptional elongation. Although further investigation is warranted to determine whether additional, non-transcription-related effects contribute to these observations—for example via structural proteins^51^—our findings align with work showing that ZGA transcription may be less affected by DRB than by α-amanitin^34,52^.

The correlation between transcriptional activity and RT emerges after the 2-cell stage, coinciding with progressive lengthening of the G1 phase^53^, known to be important in the definition of RT^6^. Although we observed large-scale changes in RT, for example, with around 20% of the genome switching from early to late RT during preimplantation development, fine-scale changes through the gradual acquisition of histone modifications are also likely to contribute to tuning of RT as cell types emerge. Remarkably, our data indicate that transcription and RNA Pol II function contribute to the definition of the epigenetic features of compartments, in this case their RT (Fig. 5g), but not to their segregation^14^. Our observations that the genome structuring into LADs and iLADs precedes the partitioning of RT at later developmental stages establishes an exciting temporal dependency between these two pillars of the epigenome.

Our work lays the foundations for understanding how genome replication is regulated during development and sheds light on how the epigenome is remodelled at the beginning of mammalian development.

## Methods

### Embryo collection and culture

All experiments were performed under the authorization of the authorities from Upper Bavaria (Tierversuchsantrag von Regierung von Oberbayern). The temperature, humidity and light cycle of mouse cages were maintained at 20–24 °C, 45–65% and 12/12 h dark/light, respectively. F_1_ female mice (C57BL/6J × CBA) under 10 weeks of age were superovulated by intraperitoneal injection of 10 U of pregnant mare serum gonadotropin, followed by 10 U of hCG 48 h later, and were then mated with DBA/2J male mice. Zygotes were collected from the oviduct and cumulus cells removed following brief incubation in M2 medium containing hyaluronidase (Sigma-Aldrich). Zygotes were placed in drops of KSOM (potassium simplex optimized medium) and cultured at 37 °C with 5% CO_2_ as previously described. For induction of parthenogenetic embryos, MII-stage oocytes were collected, as described above, from superovulated females without mating. Following removal of cumulus cells, oocytes were treated with 10 mM Sr^2+^ for 2 h in Ca^2+^-free CZB medium and then incubated in KSOM. For generation of IVF-derived zygotes, MII oocytes from F_1_ female mice (C57BL/6J × CBA) were inseminated with activated spermatozoa obtained from the caudal epididymides of adult DBA/2 J male mice.

### Detection of 5-ethynyl-2′-deoxyuridine incorporation

Cells were incubated with 50 μM 5-ethynyl-2′-deoxyuridine (EdU) for 1 h for each time window, as indicated, and processed for quantification of signal intensity. Incorporated EdU was visualized by Click-iT chemistry (Thermo Fisher Scientific) followed by permeabilization as described in the manufacturer’s instructions. Images were acquired on a SP8 confocal laser-scanning microscope (Leica). EdU was coupled to Alexa 594 and images acquired with a Plan-Apochromat ×63/1.4 numerical aperture 1.4 oil-immersion objective (Leica) at 561 nm excitation.

### Analysis of EdU incorporation

To quantify EdU incorporation we manually cropped confocal stacks containing several embryos so that each image contained only one single embryo. Only embryos that looked fertilized and with normal pronuclei following visual inspection were included in this analysis. From embryo images we then automatically obtained the maximum intensity value in the EdU channel of the whole stack by ImageJ (v.1.53k) with a custom-made ImageJ macro. We plotted and analysed the resulting EdU intensity values for each time bin with R.

### Inhibition of ZGA

For inhibition of both minor and major ZGA, embryos were treated with either 0.1 mg ml^−1^ α-amanitin or 100 μM DRB from the zygote stage at 17 h after hCG injection until their collection for single-cell Repli-seq at the 2-cell stage. Validation of the α-amanitin effect on transcriptional silencing was done using a Click-iT RNA Alexa Fluor 594 Imaging Kit (Thermo Fisher Scientific) at the 2-cell stage (at 40 h after hCG injection).

### Gene expression analyses following treatment with α-amanitin and DRB

Twelve embryos were treated with either 0.1 mg ml^−1^ α-amanitin or 100 μM DRB from 17 to 40 h after hCG to inhibit both minor and major ZGA, then flash-frozen in liquid nitrogen in 5 μl of 2× reaction buffer (CellsDirect One-Step qRT–PCR kit, no. 11753100, Thermo Fisher). Next, 0.5 μl of a 1:200 dilution of ERCC spike-in mix (Thermo Fisher) was added to each group and TaqMan Gene Expression assays were performed according to previous work^38^. Complementary DNA was diluted tenfold before analysis with Universal PCR Master Mix and TaqMan Gene Expression assays (Applied Biosystems). All raw *C*_t_ values were normalized by those acquired from the ERCC spike-in specific primer set, and relative expression levels of each gene were determined by the ddCt method. We assigned *C*_t_ values below the detection range as expression level 0. Primers and probes for ribosomal DNA (*Hsa1*) were produced by TIB MolBiol (custom design)^45^. Primers and probes for Zscan4 cluster and ERCC spike-in were purchased from Applied Biosystems.

### Immunostaining following either treatment by α-amanitin and DRB or expression of KDM5B

Embryos were treated with either 0.1 mg ml^−1^ α-amanitin^55,56^ or 100 μM DRB from 17 to 40 h after hCG and fixed with 4% paraformaldehyde (PFA) for 20 min at room temperature. For KDM5B expression, 2 μg μl^−1^ KDM5B of in vitro synthesized messenger RNA was microinjected into zygotes at 18 h after hCG and fixed with 4% PFA for 20 min at room temperature at 48 h after hCG, similar to previous experiments^13,33^. Embryos were then permeabilized with 0.5% Triton X-100 containing PBS for 20 min. For immunostaining following Triton pre-extraction, embryos were first permeabilized with pre-extraction buffer (50 mM NaCl, 3 mM MgCl_2_, 300 mM sucrose, 25 mM HEPES, pH adjusted to 7.4) with 0.5% Triton X-100 for 10 min on ice and washed three times in pre-extraction buffer before fixing in 4% PFA at room temperature for 20 min. Following blocking for 1 h at room temperature in blocking solution (5% normal goat serum in PBS), embryos were incubated with either anti-RNA polymerase II (no. sc-899, 1:100), anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2, no. ab5095, 1:1,000) or anti-H3K4me3 (Diagenode, no. C15410003, 1:250) antibody in blocking solution overnight at 4 °C. Embryos were incubated for 1.5 h at room temperature in blocking solution containing goat anti-rabbit IgG highly cross-adsorbed secondary antibody, Alexa Fluor 488 (Thermo Fisher Scientific, no. A11034, 1:1,000). After washing, embryos were mounted in Vectashield (Vector Laboratories). Confocal microscopy was performed using a ×40 oil objective on an SP8 confocal microscope (Leica) and images acquired with LAS X software.

### Repli-seq

Single-cell Repli-seq was performed as previously described^19^ based on ref. ^5^. In brief, early-stage zygotes were collected and cultured until they reached the S phase at each developmental stage, based on their time following hCG injection. Embryos were collected at different time points at each developmental stage to achieve sampling over the entire S phase. Collection times are indicated in Supplementary Table 1. For parthenogenetic embryos and IVF-derived zygotes, the timing of S phase was calculated based on the time elapsed since activation and insemination, respectively. For KDM5B experiments, 2 μg μl^−1^ KDM5B of in vitro synthesized mRNA was microinjected into zygotes at 18 h after hCG as previously described^13^. For each developmental stage, embryos were obtained from several litters and embryos from different litters were collected across different dates to ensure robust data collection. The number of mice used for collection of samples for each developmental stage is indicated in parentheses, as follows: zygote (20), 2-cell (30), 4-cell (27), 8-cell (20), 16-cell (15), morula (16), ICM (19), parthenotes (14), IVF zygotes (14), 2-cell + α-amanitin (14), 2-cell + DRB (24) and 2-cell + KDM5B (24). Zona pellucida was removed by exposure to acid Tyrode, and each blastomere was dissociated by gentle pipetting following trypsin treatment. For Repli-seq with physically isolated pronuclei we distinguished maternal and paternal pronuclei based on their size and relative position to the second polar body, and isolated them using micromanipulation. The remaining zygote containing a single pronucleus was also collected following removal of the polar body so that both pronuclei from the same zygote were further processed for Repli-seq. ICM cells were collected following trypsin digestion as previously described^57^, with repeated oral pipetting in 0.5% trypsin and 1 mM EDTA; collection times are indicated in Supplementary Table 1. To distinguish ICM from trophectoderm cells, blastocysts were labelled with Fluoresbrite YG Microspheres (0.2 μm, Polysciences) before incubation with trypsin, and individual cells were sorted according to either positive (trophectoderm) or negative (ICM) fluorescence under a fluorescence microscope following disaggregation. Individual blastomeres or pronuclei were placed in eight-strip PCR tubes containing lysis buffer, and extracted DNA was fragmented by heat incubation. Fragmented DNA was tagged by the universal primer 5′-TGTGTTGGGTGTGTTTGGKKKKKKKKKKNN-3′ and amplified with whole-gene amplification primer sets, which have individual barcodes. This whole-genome amplification procedure was successfully used for single-cell Repli-seq in cell culture^4,5^. Amplified DNA was purified using the QIAquick 96 PCR Purification Kit (QIAGEN), and concentration determined by NanoDrop (Thermo Scientific). Equal amounts of DNA from each sample (up to 96 samples) were pooled and 1 μg of each was ligated with Illumina adaptors using the NEBNext Ultra II DNA Library Prep Kit (NEB). Illumina sequences (NEBNext Multiplex Oligos for Illumina, NEB) were added to adaptor-ligated samples by PCR. Clean-up and size selection of the PCR product was done using SPRIselect (Beckman Coulter), and the quality of the library was confirmed using a 2100 Bioanalyzer with the High Sensitivity DNA Kit (Agilent).

### Single-cell Repli-seq read alignment and quality control filtering

An overview of sample collection, mapping statistics and quality control is included in Supplementary Table 1. The quality control parameters we used were (1) the number of reads, which we set as 750,000 aligned reads as minimum; and (2) a coefficient of variation, which we established as a measure of equal/balanced coverage between chromosomes, thus filtering out potential cells with aneuploidy. At early stages, the reason for failure was equally the low number of reads or a high coefficient of variation (typically due to either lack of reads on a complete chromosome or in fragments of the genome; for example, zygotes 13 and 8 were excluded due to low number of reads and zygote 56 to a high coefficient of variation). At later stages, chromosome imbalances were the most common reason for failure (59 cells with high coefficient of variation versus three with low reads in the blastocyst stage), which reflects the known aneuploidy of cells at this embryonic stage. Sequencing reads were aligned to the mm10 genome using bowtie2 (v.2.3.5)^58^ with the ‘--local’ option. Duplicates were marked using SAMtools (v.1.9) ‘markdup’ as described by SAMtools^59^ documentation (the commands ‘fixmate’ and ‘sort samtools’ were used for this purpose accordingly). Using SAMtools view, reads were filtered by retaining only properly paired reads, removing duplicates and selecting those whose mapping quality was higher than or equal to 20. BED files of the read coordinates were generated with the BEDtools^60^ (v.2.29.0) command ‘bamtobed’. Using BEDtools intersect, read counts were obtained for contiguous 50 kb genomic bins. For each cell the average of the bin counts was calculated for chromosomes 1–19; these 19 values were then next used to calculate the coefficient of variation as standard deviation divided by the mean. Cells with a coefficient of variation greater than 0.1 were removed from analyses due to chromosome imbalance. To maximize the number of samples used, the coefficient of variation was recalculated, excluding chromosomes one at a time. Cells were considered for further analysis if they passed the threshold when only one specific chromosome was removed. This chromosome was subsequently masked in downstream analyses; this filter removes abnormal genotypes and cells with aneuploidy.

### Assignment of replication status

Using the read counts obtained for contiguous 50 kb genomic bins, we used the single-cell Repli-seq bioinformatic pipeline previously described^5^, which we followed with some modifications for each embryonic stage as summarized below. Window counts were first normalized to reads per million, and then each bin by its respective average of all samples within the same stage, aiming to correct for mappability biases intrinsic to genomic regions. Outlier regions were then masked, specifically the windows of the lower fifth percentile and upper first percentile values. To correct for low mappability, windows were segmented with the R package copy number (v.1.28.0, R v.4.0.0)^61^ to retain segments with the highest 95% of values. We did not perform the G1/G2 normalization described previously^5^, but we verified that this did not impact the results of these analyses. In brief, we used the validated mouse ES cell scRepli-seq datasets in ref. ^5^ and ran the analysis pipeline as described in their methods section with and without G1 control cells. Subsequently we compared the generated matrix of ones and zeros (that is, bins replicated and not replicated, respectively) by determining the percentage of windows that remained the same (for example, their 1 or 0 replication state did not change) after running the pipeline versus without G1 control. These analyses showed a high concordance between the two pipelines, with over 91% identity of genomic bins with zeros and ones on average across cells (Extended Data Fig. 1b). Importantly, those cells classified as outliers based on our analysis correspond to those that were removed in the original publication^5^ based on their ‘Removing outlier cells’, and were not considered for further analyses. Data were centred by the mean, scaled by the IQR for each cell and smoothed using a median filter with a running width of 15 windows, followed by segmentation with the R package copynumber. Finally, using the function normalmixEM in the R package mixtools (v.1.2.0)^62^, segmented values were used to fit a mixture model with two components to identify replicated and non-replicated window populations. To do this, two normal distribution functions were used to select a cutting threshold that better separated distributions; this value is located where the two individual normal distribution functions intersect. If no intersection was found between the means of the two normal distribution functions, the mid-point of the means was used as a threshold.

### Computing replication scores, RT values and variability scores

Genome-wide replication score was defined as the percentage of replicated genomic bins for each cell. Throughout the manuscript we have used a 50 kb bin size, but we obtained similar results when using 25 and 100 kb bin size. Cells with a replication score greater than 90% and less than 10% were excluded from downstream analyses. We used the replication score to rank cells by S-phase progression for visualization of their replication status on heatmaps (Fig. 1c). Next we calculated raw RT values as the fraction of cells that replicated the given genomic bin for each stage, respectively. A RT value indicates earlier RT, because a higher proportion of cells replicated the bin. To correct for potential sampling bias of cells, we calculated the fraction of replicated cells in overlapping intervals of the genome-wide replication score with interval size of 35% and increment of 4.33% (for example, 0–35%, 4.33–39.33% and so on) for each genomic bin. The average of these 16 intervals served as the interval RT value that was used for both visualization of RT profiles (Fig. 1e) and downstream analyses. Raw and interval-averaged RT values looked similar overall (Extended Data Fig. 1c; RT raw versus interval), except for some stages in which the number of cells within replication score intervals showed a different distribution. Variability score was calculated using the following formula: score = 1 − (abs(*p* − 0.5)/0.5), where *p* is the fraction of replicated cells (ones) for the given bin; note that *p* is corrected for sampling (as described above). The variability score is therefore a measure of variation in the RT programme across cells, because it represents the number of cells that either replicated or did not replicate a given bin. A value of 1 means that one-half of the cells replicated a given bin and corresponds to the highest variance; likewise, a value of 0 means that either all cells replicated or did not replicate a given bin, which corresponds to the lowest variance and/or no variance.

### Identification of initiation zones (referred to as RT peaks), TTRs and termination zones (referred to as RT troughs)

To distinguish the features of RT, initiation zones, TTRs and termination zones were defined based on RT values. Genomic bins were grouped into 15 clusters by their RT values using the Mclust function from the R package mclust (v.5.4.10, R v.4.1.2). Clusters were ranked by their average RT values following analysis similar to that described previously^10^, except that we used RT values for clustering as opposed to the 16 Repli-seq fractions. Initiation zones and termination zones were defined as consecutive bins with local maxima or minima of their cluster ranks, respectively, in sliding windows of 21 genomic bins using the rollappy function from the R package zoo (v.1.8-10). Regions between initiation zones and termination zones were defined as TTRs (Extended Data Fig. 3b). The number of initiation zones, which we refer to as RT peaks, recorded previously^10^ (approximtely 2,200 in neuronal progenitor cells) is similar to that reported here. To determine the significance of the changes in the number or region size of initiation zones, TTRs and termination zones throughout development, a linear model was fitted using the lm function in R (v.4.1.2). The rank of the developmental stages (that is, 1–7) served as the independent variable. The dependent variable was either the number of regions or the upper quartile of region sizes (75th percentile) for each region type. The *P* value of the coefficient corresponding to the slope indicates the significance of the linear trend. For composite plots, RT values were centred at the middle point of RT peak coordinates in 2 Mb windows and the median of RT values was calculated per position (Fig. 1h). To visualize relative RT compared with the neighbouring region, the minimum value of the 2 Mb window was subtracted for each stage.

### Analysis of RT heterogeneity

Heterogeneity analysis was performed using the sigmoidal model formula as described previously^5,63^. A sigmoidal curve was fitted for each genomic bin by the nls function from the R package stats (v.4.1.2), such that nls(*y* ~ 100/(1 + exp(−*g* × (*x* − *M*))), start = list(*g* = 0.1, *M* = *m*0)) (Extended Data Fig. 6a). The average genome-wide replication score of each of the 16 overlapping intervals (see above) served as the independent variable (*x*), with the percentage of cells that replicated the bin within the same replication score interval as dependent variable (*y*). Model parameters were *M* = mid-point, *g* = slope (gain) and *m*0 = initial value for *M* (100 minus the mean of *y* values). By this method, the replication status of the given genomic bin was related to the overall S-phase progression of cells (measured in intervals of replication score). To anchor the start and end points of the curve, 16 data points of 0 and 100 values were added to the *x* and *y* variable, respectively. Two parameters were calculated from the curve fitting, *M*-value and *T*_width_. The *M*-value (RT mid-point, sometimes also referred to as *T*_rep_ in the literature^10^) is the replication score (roughly S-phase time) at which 50% of the cells replicated the given bin. A higher *M*-value indicates later RT. *T*_width_ is a measure of RT heterogeneity and is defined as the replication score difference (approximate S-phase time difference) of between 25 and 75% of the cells that replicated the given genomic bin. A higher *T*_width_ value indicates higher heterogeneity, because the transition from non-replicated to replicated status is greater.

### Allele-specific analyses

To address any bias that could have been caused by SNPs during alignment, reads were realigned to a SNP-masked genome sequence containing an ‘N’ anywhere in which a SNP between any of the paternal (DBA) or maternal genomes (C57BL/6 × CBA) is located. The bam files were subsequently divided into paternal and maternal reads. Importantly, not all potential SNPs between strains were used. Splitting considered only SNPs that were different for the three genomes or those whose nucleotide was the same for both maternal genomes but different compared with the paternal one. Both reference preparation and splitting were performed with SNPsplit^64^ (v.0.5.0). Reads were filtered using the same tools and thresholds as described above for non-allelic analyses—that is, taking into account read duplication, properly paired criteria and a mapping quality filter. Finally, as previously described, BEDtools intersect was used to count the number of reads for each contiguous 50 kb window. All subsequent analyses were performed on genomic bins, with at least five reads assigned either to the maternal or paternal genome of the same sample.

To determine allelic bias, the log_2_ ratio of maternal:paternal read counts was calculated for each bin. The majority of physically separated maternal or paternal pronuclei showed a high positive (over +2) or negative (below −2) log_2_ ratio, respectively. Pronuclei with a log_2_ ratio of the opposite sign were exchanged for downstream analyses. We identified several parthenogenic examples among IVF zygotes (log_2_ ratio above 1), which were excluded from further analyses. Finally we calculated Spearman’s correlation coefficients on log_2_ maternal:paternal ratios pairwise across single zygotes and visualized these as a correlation heatmap (Extended Data Fig. 4f). A high correlation value between two zygotes indicates that, if a genomic bin has a high allelic bias in one of the zygotes it also has a high bias in the other.

### Analysis of imprinted genes

Lists of maternally and paternally imprinted genes were downloaded from the Geneimprint database (https://www.geneimprint.com/site/genes-by-species.Mus+musculus). RT values were extracted for genomic bins overlapping imprinted genes. If multiple bins overlapped the same gene, RT values were averaged. For expression level and allelic bias analysis, supplementary data were downloaded from Gene Expression Omnibus (GEO) (GSE38495 and GSE45719)^65^. A gene was considered expressed when its average fragments per kilobase exon per million mapped reads value in the given stage was greater than zero. Allelic bias was calculated as the log_2_-transfomed ratio between read counts assigned to Cast or C57BL/6 genomes. A gene was considered maternally biased if the average log^2^ allelic ratio was greater than zero, and paternally biased if less than zero. RT values at imprinted genes were visualized on heatmaps and ordered by their expression and allelic bias status. In total we analysed 49 maternally and 37 paternally imprinted genes, corresponding to 98 and 100 genomic bins, respectively.

### Analysis of transposable elements

Transposable element annotation for the mm10 genome was obtained from Hammell’s laboratory repository (https://labshare.cshl.edu/shares/mhammelllab/www-data/TEtranscripts/TE_GTF/mm10_rmsk_TE.gtf.gz).

Enrichment of transposable elements in RT peaks, TTRs or RT troughs was estimated by calculating the log_2_ ratio of the number of transposable elements of the given type overlapping with RT peaks, TTRs or RT troughs relative to the overlap of randomly shifted transposable elements with RT peaks, TTRs or RT troughs, respectively. The final enrichment value was the average of 1,000 iterations.

### Statistical and genome-wide enrichment analysis

For statistical analyses of single-cell RT data we established a bootstrapping approach and calculated 95% confidence intervals to judge statistical significance^66^. We chose this method to avoid the inflation of *P* values when *n* is large due to a large number of genomic bins (*n* = approximately 49,000) and thus we applied bootstrapping to samples, in this case single cells (*n* = approximately 30–70), rather than to genomic bins. Namely, we iteratively resampled individual cells with replacement 1,000 times for each stage or condition. For each iteration we recalculated RT values and any subsequent statistic—for example, Spearman’s correlation coefficient or ΔRT between conditions, as described above. We constructed confidence intervals from the bootstrap distribution using the percentile method. The 95% confidence interval is the interval between the 2.5th and 97.5th percentiles of the distribution; when 95% confidence intervals do not include zero or two intervals do not overlap, they are significantly different from zero or different from each other, respectively. For enrichment analysis of overlapping regions or gene classes, genomic bins were grouped by significantly differential RT values to increasing (earlier), decreasing (later) or non-significant (no change) bins. Enrichments were visualized on heatmaps by calculating the ratio of the observed number of overlapping bins relative to the expected value, which is the product of the row and column sums divided by the total number of bins in the corresponding contingency table.

### Analysis of public chromatin datasets

Published datasets were downloaded from GEO with accession numbers GSE66581, GSE101571 (ATAC-seq^36^), GSE71434 (H3K4me3 chromatin immunoprecipitation sequencing (ChIP)^34^), GSE112834 (H3K36me3 ChIP^67^), GSE98149 (H3K9me3 ChIP^68^), GSE73952 (H3K27me3ChIP^39^) GSE76687 (H3K27me3 ChIP^69^) and GSE135457 (Pol2 Stacc-seq^52^) andGSE76642 (DNase I hypersensitive sites sequencing^70^). Paired-end reads were trimmed by cutadapt (v.3.4) with parameters -a CTGTCTCTTATA -A CTGTCTCTTATA -a AGATCGGAAGAGC -A AGATCGGAAGAGC --minimum-length=20. Following trimming, reads were aligned to the mouse reference (GRCm38) using bowtie2 (v.2.3.5) with parameters --end-to-end --very-sensitive --no-unal --no-mixed --no-discordant -I 10 -X 500. Reads were filtered by mapping quality score using SAMtools (v.1.3) with the parameter -q 12. Read pairs were read into R (v.3.6.3) using the readGAlignmentPairs function from the GenomicAlignment package (v.1.22.0) and were filtered for unique fragments. Fragments aligned to the mitochondrial genome or small scaffolds were not considered in analyses. Fragments were counted in 50 kb consecutive genomic bins (same bins as for RT profiles), normalized by the sum of fragment counts and multiplied by 1 million. Finally, normalized counts were log_2_ transformed following the addition of a pseudocount of 1. Note that, for the analysis of H3K27me3 in Extended Data Fig. 10b,c the dataset used was that of Liu et al. (GSE73952)^39^ whereas in Fig. 5f the dataset used was that of Zheng et al.^69^ (GSE76687). For the correlation analysis shown in Fig. 5f we used the following stages when the actual stage was not available: early 2-cell ATAC-seq for zygote, morula DNase I hypersensitive sites sequencing for ICM and ES cell LmnB1 DamID for ICM. Differential genomic bins between conditions (for example, ATAC-seq following α-amanitin treatment) were called by DESeq2 (v.1.34.0) with an adjusted *P* value cutoff of 0.05. For ATAC-seq analysis in α-amanitin-treated embryos, 2-cell-stage embryos administered α-amanitin treatment by Wu et al.^37^ (GSE101571) were compared with untreated 2-cell-stage embryos derived from Wu et al.^36^ (GSE66581).

### Analysis of public HiC and LAD datasets

HiC compartment coordinates and scores (GSE82185)^16^, as well as LAD coordinates (GSE112551)^13^, were analysed as previously described^13^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06872-1.

### Supplementary information

Reporting Summary

Supplementary Table 1 Metrics and quality control data of single-cell Repli-seq samples. Overview of sample collection, mapping statistics and quality control. Cells with a high coefficient of variation were removed from analyses and the coefficient of variation was recalculated, excluding each chromosome separately. Cells were considered for further analysis if they passed the threshold when only one specific chromosome was removed.

## Data Availability

The scRepli-seq data for the present study are available from the GEO database, accession GSE218365. Previously published RNA sequencing datasets reanalysed in the present study are available under accessions GSE38495, GSE45719 and GSE98063. Chromatin datasets reanalysed in the present study are available under accessions. GSE66581, GSE101571, GSE71434, GSE112834, GSE98149, GSE73952, GSE76687, GSE135457 and GSE76642. All other data supporting the findings of the present study are available from the corresponding author on reasonable request. HiC and LAD datasets reanalysed in the present study are available under accessions GSE82185 and GSE112551.

## References

[1] Emerson DJ (2022). Cohesin-mediated loop anchors confine the locations of human replication origins. Nature.

[2] Pope BD (2014). Topologically associating domains are stable units of replication-timing regulation. Nature.

[3] Ryba T (2011). Replication timing: a fingerprint for cell identity and pluripotency. PLoS Comput. Biol..

[4] Klein KN (2021). Replication timing maintains the global epigenetic state in human cells. Science.

[5] Dileep V, Gilbert DM (2018). Single-cell replication profiling to measure stochastic variation in mammalian replication timing. Nat. Commun..

[6] Gilbert, D. M. & Gasser, S. M. in *DNA Replication and Human Disease* (ed. DePamphilis, M. L.) (Cold Spring Harbor Laboratory Press, 2006).

[7] Hiratani I (2008). Global reorganization of replication domains during embryonic stem cell differentiation. PLoS Biol..

[8] Fragkos M, Ganier O, Coulombe P, Mechali M (2015). DNA replication origin activation in space and time. Nat. Rev. Mol. Cell Biol..

[9] Farkash-Amar S (2008). Global organization of replication time zones of the mouse genome. Genome Res..

[10] Zhao PA, Sasaki T, Gilbert DM (2020). High-resolution Repli-Seq defines the temporal choreography of initiation, elongation and termination of replication in mammalian cells. Genome Biol..

[11] Petryk N (2016). Replication landscape of the human genome. Nat. Commun..

[12] Burton A, Torres-Padilla ME (2014). Chromatin dynamics in the regulation of cell fate allocation during early embryogenesis. Nat. Rev. Mol. Cell Biol..

[13] Borsos M (2019). Genome-lamina interactions are established de novo in the early mouse embryo. Nature.

[14] Ke Y (2017). 3D chromatin structures of mature gametes and structural reprogramming during mammalian embryogenesis. Cell.

[15] Flyamer IM (2017). Single-nucleus Hi-C reveals unique chromatin reorganization at oocyte-to-zygote transition. Nature.

[16] Du Z (2017). Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature.

[17] Schultz RM (1993). Regulation of zygotic gene activation in the mouse. Bioessays.

[18] Seller CA, O’Farrell PH (2018). Rif1 prolongs the embryonic S phase at the *Drosophila* mid-blastula transition. PLoS Biol..

[19] Bartlett DA, Dileep V, Baslan T, Gilbert DM (2022). Mapping replication timing in single mammalian cells. Curr. Protoc..

[20] Chazaud C, Yamanaka Y, Pawson T, Rossant J (2006). Early lineage segregation between epiblast and primitive endoderm in mouse blastocysts through the Grb2-MAPK pathway. Dev. Cell.

[21] Streffer C, van Beuningen D, Molls M, Zamboglou N, Schulz S (1980). Kinetics of cell proliferation in the pre-implanted mouse embryo in vivo and in vitro. Cell Tissue Kinet..

[22] Tubbs A (2018). Dual roles of Poly(dA:dT) tracts in replication initiation and fork collapse. Cell.

[23] Petryk N (2018). MCM2 promotes symmetric inheritance of modified histones during DNA replication. Science.

[24] Dileep V, Rivera-Mulia JC, Sima J, Gilbert DM (2015). Large-scale chromatin structure-function relationships during the cell cycle and development: insights from replication timing. Cold Spring Harb. Symp. Quant. Biol..

[25] Miura H (2019). Single-cell DNA replication profiling identifies spatiotemporal developmental dynamics of chromosome organization. Nat. Genet..

[26] Bouniol-Baly C, Nguyen E, Besombes D, Debey P (1997). Dynamic organization of DNA replication in one-cell mouse embryos: relationship to transcriptional activation. Exp. Cell. Res..

[27] Barton SC (2001). Genome-wide methylation patterns in normal and uniparental early mouse embryos. Hum. Mol. Genet..

[28] Rivera-Mulia JC (2018). Allele-specific control of replication timing and genome organization during development. Genome Res..

[29] Du Q (2021). DNA methylation is required to maintain both DNA replication timing precision and 3D genome organization integrity. Cell Rep..

[30] Yang SC, Rhind N, Bechhoefer J (2010). Modeling genome-wide replication kinetics reveals a mechanism for regulation of replication timing. Mol. Syst. Biol..

[31] Kupper K (2007). Radial chromatin positioning is shaped by local gene density, not by gene expression. Chromosoma.

[32] Abe K, Schauer T, Torres-Padilla ME (2022). Distinct patterns of RNA polymerase II and transcriptional elongation characterize mammalian genome activation. Cell Rep..

[33] Dahl JA (2016). Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature.

[34] Zhang B (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature.

[35] Bensaude O (2011). Inhibiting eukaryotic transcription: which compound to choose? How to evaluate its activity?. Transcription.

[36] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[37] Wu J (2018). Chromatin analysis in human early development reveals epigenetic transition during ZGA. Nature.

[38] Burton A (2020). Heterochromatin establishment during early mammalian development is regulated by pericentromeric RNA and characterized by non-repressive H3K9me3. Nat. Cell Biol..

[39] Liu X (2016). Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. Nature.

[40] Dixon JR (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[41] Lu JY (2021). Homotypic clustering of L1 and B1/Alu repeats compartmentalizes the 3D genome. Cell Res..

[42] Wijchers PJ (2015). Characterization and dynamics of pericentromere-associated domains in mice. Genome Res..

[43] Fadloun A (2013). Chromatin signatures and retrotransposon profiling in mouse embryos reveal regulation of LINE-1 by RNA. Nat. Struct. Mol. Biol..

[44] Peaston AE (2004). Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. Dev. Cell.

[45] Jachowicz JW (2017). LINE-1 activation after fertilization regulates global chromatin accessibility in the early mouse embryo. Nat. Genet..

[46] Meuleman W (2013). Constitutive nuclear lamina-genome interactions are highly conserved and associated with A/T-rich sequence. Genome Res..

[47] Evsikov AV (2004). Systems biology of the 2-cell mouse embryo. Cytogenet. Genome Res..

[48] Nakatani T (2022). DNA replication fork speed underlies cell fate changes and promotes reprogramming. Nat. Genet..

[49] Peric-Hupkes D (2010). Molecular maps of the reorganization of genome-nuclear lamina interactions during differentiation. Mol. Cell.

[50] Ishiuchi T (2021). Reprogramming of the histone H3.3 landscape in the early mouse embryo. Nat. Struct. Mol. Biol..

[51] Zhang S (2021). RNA polymerase II is required for spatial chromatin reorganization following exit from mitosis. Sci. Adv..

[52] Liu B (2020). The landscape of RNA Pol II binding reveals a stepwise transition during ZGA. Nature.

[53] Smith RK, Johnson MH (1986). Analysis of the third and fourth cell cycles of mouse early development. J. Reprod. Fertil..

[54] Park SJ, Shirahige K, Ohsugi M, Nakai K (2015). DBTMEE: a database of transcriptome in mouse early embryos. Nucleic Acids Res..

[55] Aoki F, Worrad DM, Schultz RM (1997). Regulation of transcriptional activity during the first and second cell cycles in the preimplantation mouse embryo. Dev. Biol..

[56] Goddard MJ, Pratt HP (1983). Control of events during early cleavage of the mouse embryo: an analysis of the ‘2-cell block’. J. Embryol. Exp. Morphol..

[57] Burton A (2013). Single-cell profiling of epigenetic modifiers identifies PRDM14 as an inducer of cell fate in the mammalian embryo. Cell Rep..

[58] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[59] Danecek P (2021). Twelve years of SAMtools and BCFtools. Gigascience.

[60] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[61] Nilsen G (2012). Copynumber: efficient algorithms for single- and multi-track copy number segmentation. BMC Genomics.

[62] Benaglia, T. et al. Mixtools: an R package for analyzing finite mixture models. *J. Stat. Softw*. jstatsoft.org/article/view/v032i06 (2009).

[63] Takahashi S (2019). Genome-wide stability of the DNA replication program in single mammalian cells. Nat. Genet..

[64] Krueger F, Andrews SR (2016). SNPsplit: allele-specific splitting of alignments between genomes with known SNP genotypes. F1000Res..

[65] Deng Q, Ramskold D, Reinius B, Sandberg R (2014). Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science.

[66] Efron, B. The Jackknife, the Bootstrap and other resampling plans. In *CBMS-NSF Regional Conference Series in Applied Mathematics* (1982); 10.1137/1.9781611970319.

[67] Xu Q (2019). SETD2 regulates the maternal epigenome, genomic imprinting and embryonic development. Nat. Genet..

[68] Wang C (2018). Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. Nat. Cell Biol..

[69] Zheng H (2016). Resetting epigenetic memory by reprogramming of histone modifications in mammals. Mol. Cell.

[70] Lu F (2016). Establishing chromatin regulatory landscape during mouse preimplantation development. Cell.

How the deposited data were processed for this re-analysis (not part of the article)

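Single-cell Repli-seq was measured in mouse zygotes, 2-cell, 4-cell, 8-cell, 16-cell and morula cells and the inner cell mass (ICM), in zygotes from in vitro fertilization, parthenotes and isolated pronuclei, and in 2-cell embryos treated with α-amanitin or DRB or expressing KDM5B. The authors deposited for each of 733 cells a replication state, another kind of value than counts or ratios: a binary call of 1 (replicated), 0 (not replicated) or missing for each of 49264 bins of 50 kb on chromosomes 1 to 19 of GRCm38 (mm10). By the authors' account, reads were aligned with Bowtie2 2.3.5 in local mode, filtered with SAMtools 1.9 to properly paired reads without duplicates at a mapping quality of at least 20, and counted per bin with BEDtools 2.29.0. Counts scaled to the reads of each cell were divided by the mean of the bin over the cells of the same stage, masked at the lowest 5% and highest 1% of bins, centred and scaled by the interquartile range of each cell, smoothed with a running median of 15 bins, segmented with copynumber 1.28.0 and split into 2 states with mixtools 1.2.0, without normalization to G1 or G2 cells. These steps are already in the deposited states and were not repeated, and since each bin was scaled within its stage, a copy number shared by all cells of a stage leaves no trace in them.

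Of 1016 labelled samples, 283 have no column of states, and of the 733 that have one, 714 had a replication score (percent of called bins replicated) of 10 to 90%. The groups hold the cells that the paper passed, at least 750000 mapped reads and a coefficient of variation of at most 0.1, 661 cells in all. For paternal pronuclei, ICM cells collected after 100 h and the treated embryos, no table of reads was used here and all cells within these scores were kept. For the ICM, 70 cells were used where the paper counts 55: 33 of the 56 passing cells in the authors' table and 37 later cells that are not in it, while 23 passing cells were not used here. Mapped reads ranged from 753218 (a morula cell) to 11019522 (an IVF zygote) in the cells with a table entry. Results over all 714 cells are given as an alternative.

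RT of a bin is the mean, over 16 intervals of replication score that are 35 percentage points wide and start 4.33 points apart, of the share of cells with the bin replicated. The variability score is 1 minus the distance of that share from 0.5, divided by 0.5. RT features were called from 15 clusters of RT values made with mclust 6.1.1 in R 4.3.3 (the paper used 5.4.10) and a sliding window of 21 bins. T_width and M came from a sigmoid fitted per bin to the interval shares with 16 anchors. Early RT is 0.5 or more, intermediate RT 0.4 to 0.8, and a difference of 0.2 or more between groups counts as earlier or later. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, numba 0.67.0, statsmodels 0.14.6 and Matplotlib 3.10.9. The steps were tested on simulated data. A difference in RT of −0.2 came back as −0.199, but a T_width of 40 came back as 22.9 at the scores of 2-cell embryos (38.3 with a logistic curve). RT features of cells simulated bin by bin, without the smoothing that real states have, were more numerous and smaller than those of the profile that the cells were drawn from, with 3308 RT troughs for 1775 and an upper quartile of 100 kb for 450 kb.

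The cells of a group were pooled into a single sample, and no test took cells as replicates except that of the replication scores of paired pronuclei. Intervals are the 2.5 and 97.5 percentiles of 1000 resamplings of cells (100 for fitted curves). Trends over the 7 stages were tested by exact permutation of all 5040 stage orders, two-sided, with Pearson's r and Spearman's rho, and again without zygote and ICM. Correlations between groups are Spearman's R across bins. Groups were compared at equal cell number over 100 draws (20 for features and curves), and with separate sets of cells of the same group. The share that a common control adds to the correlation of both inhibitor effects was taken from simulated unchanged groups.

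Gene positions were those of the GRCm38 annotation, with 20807 protein-coding genes on chromosomes 1 to 19. The gene lists cover major ZGA, oocyte, ribosome biogenesis, housekeeping, pluripotency, trophectoderm, primitive endoderm, replication factor, long neuronal, Hox, histone, olfactory receptor, vomeronasal receptor and imprinted genes (maternally and paternally expressed), and the median of a list was set beside 10000 random lists of as many protein-coding genes. Named genes are those that the paper names, the earliest and latest pair of each list in a comparison and up to 4 well known members of each list, named windows of 2 Mb are the 3 highest and 3 lowest of a comparison, and the region of chromosome 2 from 60 to 100 Mb is the one that the paper shows. A gene and a window that this rule picks are not reported. Bmp15, Ccnb3, Dkc1, Dmd, H1f8, Nesp, Pgk1, Pola1 and Tcfap2a were listed but matched no gene on these chromosomes under that symbol. Alternatives were the raw share of cells, scores of 20 to 80% or no score filter, equal cell numbers, at least 2×10⁶ reads, cells passed without a masked chromosome, bins called in at least 80% of cells, a window of 11 bins, clusters of equal width, each stage left out, another threshold of early RT, a logistic curve, shared collection hours, lists shifted along the genome, each bin once per list, separate control cells and same-numbered pronuclei. Histone modification, accessibility, expression, ES cell and hybrid embryo data were not analysed here.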

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

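The tests in this part were chosen after the results were seen, except that equal cell numbers and at least 2×10⁶ reads were alternatives set beforehand for the variability of the ICM. The 11 8-cell cells of 72 h correlated in RT, as the raw share of cells, at 0.085 with the other 8-cell cells (gap of 0.806 of the range over hours, critical value 0.71; 1 of 9 groups tested, where chance alone marks about 1 in 20), and the 5 16-cell cells of 77 h, picked by eye, at −0.0883 with those of 80 h. Low read depth is argued against, since the lowest value among the 6 hours of natural stages with fewer reads than the 16-cell cells of 77 h was 0.245 (0.232 in parthenotes of 11 h, which had fewer reads too). Few cells are argued against as well, since the lowest of 100 random draws was 0.266 for 11 8-cell cells and 0.36 for 5 16-cell cells. Cells of another group stay possible for the 8-cell cells and less so for the 16-cell cells: the 8-cell cells gave 0.431 with IVF zygotes, below the lowest draw of that group (0.519), but lay within the draws of 3 of 13 groups, such as 0.411 with parthenotes (lowest 0.403), whereas the 16-cell cells lay within the draws of 0 of 13, although their 0.229 with parthenotes lay above the lowest of an earlier 100 draws (0.199; 0.238 in the later ones). An S phase that begins or ends in an unusual way at these hours may be a biological explanation and was not tested.

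The ICM had a higher variability score than the morula. The difference was 0.188 at equal cell numbers, 0.163 with at least 2×10⁶ reads and 0.144 with the ICM cells of 96 to 100 h alone, so cell number and the later cells do not account for it. The value by reads rests on 28 ICM cells, all of 96 to 100 h, and depth in the 37 later cells (variability 0.745) was not tested and stays open. A mixture of cells on the way to epiblast and to primitive endoderm may be the reason, as a hypothesis that the data were not able to test, since no cell carries a lineage label here.

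In α-amanitin-treated 2-cell embryos early RT no longer went with low AT content. Fewer cells do not account for it, since with the raw share of cells the highest correlation in 100 draws of 42 control cells was −0.232, and 0.0445 after α-amanitin. Collection hours cannot be told apart from the treatment: at shared hours and with 21 cells in each group the correlation was higher by 0.12, with draws from −0.00624 to 0.228, and with KDM5B, 23 cells in each group, by 0.116 (−0.00037 to 0.23). Either difference was above 0 in 99 of 100 draws. With DRB, 33 cells in each group, the difference was −0.188 (−0.292 to −0.093), above 0 in 0 of 100 draws. A biological explanation by the block of transcription, which the design gives, stays open beside the hours.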

How the results depend on the processing

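Alternatives added after seeing the data were all deposited cells with a score of 10 to 90%, the ICM cells of 96 to 100 h alone or the later ones alone, the 8-cell cells of 72 h and 16-cell cells of 77 h left out, other random starts of the clustering and the linear model on stage rank. Over 105 results and 601 comparisons with an alternative, 530 kept direction, side of the threshold and size, 45 moved, 18 passed a threshold they had missed and 8 changed sign. The cause was not tested for any of them beyond what an alternative's own construction gives. The autosomes alone were not run as an alternative, since the tables hold chromosomes 1 to 19 only, and with a window of 11 bins the upper quartiles of RT peak and RT trough size were the same at all stages, so their trends were void. Group values moved with the depth and number of their cells: variability in zygotes was 0.748 over all deposited cells, 0.712 over passing cells and 0.673 with at least 2×10⁶ reads. No interval here covers differences between embryos or collections. On cells simulated without smoothing the feature calls returned more and smaller features than the true profile held, so the size and number of features are the results least secure here.

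Without the ICM, trends passed the threshold that they missed over all stages: exact permutation p was 0.025 for variability, 0.00556 for RT peak size, 0.00556 for RT peak number, 0.0333 for TTR size, 0.0111 for TTR number, 0.00556 for RT trough number, 0.00278 for relative RT at RT peaks, 0.025 for T_width and 0.0167 for the spread of M. With ICM cells of 96 to 100 h only, the numbers of RT peaks (exact permutation p = 0.0206), TTRs (p = 0.0262) and RT troughs (p = 0.0254) passed. TTR size passed with the linear model (p = 0.0375), TTR number with clusters of equal width (exact permutation p = 0.0433) and RT trough number with the raw share of cells (exact permutation p = 0.0329).

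With the raw share of cells, constant early and late genome was 24.35% and 17.32%, early to late was 10.6% from 2-cell to morula and 2.439% from 8-cell to 16-cell, and late to early was 11.74% from 8-cell to morula and 21.11% from 2-cell to morula. TTRs after α-amanitin exceeded control by 335, RT troughs after DRB differed by −272, bins later and earlier after DRB were 0.1248% and 13.81% and after KDM5B 0.5624% and 4.249%, and medians after DRB were 0.08983 for major ZGA, 0.102 for oocyte and 0.1169 for ribosome biogenesis genes. Signs changed for variability after KDM5B (−0.0021) and for paternally expressed imprinted genes between pronuclei (0.01233).

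Variability after KDM5B also changed sign over all deposited cells (−0.0124) and without a score filter (−0.0164), and oocyte genes after KDM5B did over all deposited cells (−0.00865). Other changes of sign were T_width after α-amanitin with a logistic curve (−0.14), the correlation of both inhibitor effects against separate control cells (−0.07055) and major ZGA genes after DRB with scores of 20 to 80% (−0.004049). With at least 2×10⁶ reads, variability after α-amanitin exceeded control by 0.0578, which compares no equal depths: the control went from 54 to 39 cells and all 42 treated cells stayed, as no read counts of them were used. Treated embryos and paternal pronuclei were likewise not filtered in the other comparisons by reads, so those say nothing about depth in these groups.

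At equal cell number constant early genome was 25.19%, and R was 0.524 for zygote and 2-cell, 0.489 for zygote and IVF zygote, 0.404 for zygote and parthenote, 0.483 for parthenote and maternal pronucleus, and for control 2-cell embryos 0.437 with α-amanitin, 0.568 with DRB and 0.545 with KDM5B. With each stage's median as threshold, constant early and late genome was 24.86% and 23.97%. At shared collection hours, also with fewer cells, bins later and earlier were 6.312% and 9.467% after α-amanitin and 6.958% and 7.527% after KDM5B (mean absolute difference 0.1096), and 2.905% were later after DRB. The paired, same-numbered pronuclei gave 0.378 between maternal and paternal RT.

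With a window of 11 bins, TTRs after DRB differed from control by −613, RT peaks went to RT troughs in 19.55% and back in 18.71%, and RT troughs exceeded RT peaks in AT content by 0.7548 (zygote), 0.8126 (2-cell), 1.027 (4-cell), 1.148 (8-cell), 0.8935 (16-cell), 1.144 (morula), 0.7232 (ICM) and 0.8496 (DRB) percentage points. Against lists shifted along the genome, ribosome biogenesis and pluripotency genes after α-amanitin lay at percentile 0.1 and trophectoderm genes at percentile 0. They thereby passed a threshold that they missed against random lists. Shifted lists also fall on bins without protein-coding genes, where the mean difference after α-amanitin was 0.0405. In bins with such genes it was −0.0189. The shifted lists therefore do not set these groups apart from genes in general. With each bin once per list, trophectoderm genes differed by −0.1215 between ICM and morula.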

Differences from the paper's values

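From early to late RT between the 8-cell and 16-cell stages, the paper's value is 11.1% of the genome and the value here is 6.205%. All alternatives set before the data were examined differ from it too. They gave 2.439% with the raw share of cells and 6.062% with scores of 20 to 80%. At equal cell number the share was 6.762%, and with each stage's median as threshold 7.084%. The interval over resampled cells, 5.153 to 11.65%, holds the paper's 11.1%, so this difference lies within the sampling of cells. From late to early between the 8-cell stage and the morula, the paper's value is 3.1% and the value here is 7.16%, and the same alternatives, at 11.74%, 8.33%, 8.317% and 7.426%, differ as well. From 2-cell to morula, where the paper's value is 20.9% from early to late, it was 14.6% here, and 20.96% from 2-cell to 4-cell. Over resampled cells, late to early from the 8-cell stage to the morula ran from 5.93 to 14.46%, above the paper's 3.1%. Early to late from 2-cell to morula ran from 12.39 to 18.24%, below the paper's 20.9%. Among other steps that the paper does not quote, early to late was 3.106% from 4-cell to 8-cell, and late to early was 11.01% from morula to ICM.

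For the trend in RT peak size the paper's p is 0.01 and the exact permutation p here is 0.0683, and for TTR size the paper's p is 0.01 and the exact permutation p here is 0.0571. No alternative set beforehand brings either within 1.5 times of the paper's p, with 0.00556 for RT peaks and 0.0333 for TTRs by exact permutation when the ICM is left out. The linear model that the methods name, added after seeing the values, gave p = 0.0579 and p = 0.0375, and without the ICM, also chosen after seeing them, p = 0.00272 for RT peaks and p = 0.00864 for TTRs, of which the latter is within 1.5 times of the paper's p. For RT trough size the paper's p is 0.19 and the exact permutation p here is 0.286. At equal cell number (p = 0.22), without zygotes (p = 0.233) and without the ICM (p = 0.133), all by exact permutation, it does not differ, nor with the linear model (p = 0.236), which was chosen after seeing the values. Nor does it over all deposited cells (exact permutation p = 0.214) or without the cells of 72 h and 77 h (exact permutation p = 0.229), both added after seeing the values. It does differ with other random starts of the clustering (exact permutation p = 0.0667) and with ICM cells of 96 to 100 h only (exact permutation p = 0.286), also added then. The other alternatives set beforehand differ. The paper's model took the upper quartile or the number of regions per stage as its units, as here, and the ICM group here is a partly different set: 33 of the 56 passing cells of the authors' table and 37 later cells that are not in it.

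The paper states that RT of bins with major ZGA genes is delayed after α-amanitin and that RT of bins with oocyte genes is not. Over 20 of 40 listed major ZGA genes the median difference here was −0.0177 and over 36 oocyte genes −0.0235. The lists are not the paper's DBTMEE classes, which were not used here. The paper states that DRB and α-amanitin changed RT alike in regions without genes expressed at the 2-cell stage. In bins without protein-coding genes the correlation of both effects here was 0.215, below the 0.495 that a shared control gives to unchanged groups. The paper states that RT troughs are smaller after α-amanitin. Their upper quartile here was 250 kb in both groups, although at equal cell number the mean was 189.3 kb after α-amanitin and 191.7 kb in control. The paper states that exchange between RT peaks and RT troughs is rare, and here it took in 12.0% of RT peak bins per step. The paper states that zygotes and 2-cell embryos cluster apart. By complete linkage this holds here over all cells, in 62.1% of resamplings of cells and in 30% of draws at equal cell number. Without the cells of 72 h and 77 h the ICM joins them by complete linkage, but not by average linkage.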

Other observations

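Gene groups that the paper does not follow also differed between stages. Most genes were earlier in morulae than in 2-cell embryos (median of random lists 0.192), and replication factors lay above that, at 0.255 with 27 of 29 earlier (percentile 98.13 of random lists). Histone genes, 65 of 65 earlier, lay below it at 0.0943, in only 14 bins, and vomeronasal receptor genes at 0.1125. Hox genes differed by −0.02105 (interval −0.1478 to 0.1191, 13 bins), but by 0.1627 when each bin counted once, so their direction depends on the counting. Imprinted genes did not stand apart from random lists, at 0.2103 for maternally and 0.1694 for paternally expressed genes. Across bins, RT followed gene density at a Spearman's R of 0.269 in zygotes, 0.633 at the 16-cell stage and 0.693 in morulae, and at −0.0237 in IVF zygotes and −0.0717 in parthenotes.

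Some regions stood out in more than 1 comparison. The window of Lrp1b on chromosome 2 from 40650001 to 42650000 was earlier in the ICM than in morulae by 0.341 (95% interval 0.246 to 0.438), and windows at this gene were among the earliest in parthenotes and IVF zygotes relative to natural zygotes. Usp29, beside Peg3 on chromosome 7 from 6730578 to 6967219, was earlier than in control by 0.362 after α-amanitin and 0.307 after KDM5B. Polr1d, a subunit of RNA polymerase I and III (chromosome 5, 147077050 to 147111597), was later by −0.212 after α-amanitin and −0.24 after KDM5B. Cdt1 was later by −0.276 after α-amanitin, −0.235 after DRB and −0.232 after KDM5B, and Mcm3 earlier by 0.153 (interval −0.0371 to 0.352), 0.301 and 0.232. These genes are the extremes of their lists, and the comparisons share their control cells, which alone gave a correlation of 0.503 between effects of unchanged simulated groups.

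The correlation of RT, here the raw share of cells, with AT content ran with collection hour in 2-cell embryos, from −0.32 at 32 h to 0.0191 at 40 h over 7 hours (Pearson's r 0.873, exact permutation test, two-sided, p = 0.0192; Spearman's rho 0.857, p = 0.0238; r 0.977 without the hours farthest from the middle, p = 0.00833). Among 8 such relations the adjusted p was 0.154. In embryos with KDM5B r was 0.773 (exact permutation p = 0.0847), in zygotes −0.695 (p = 0.132), in parthenotes −0.636 (p = 0.0703), in 4-cell embryos −0.34 (p = 0.518), in IVF zygotes 0.272 (p = 0.589), after DRB 0.0254 (p = 0.955) and after α-amanitin −0.109 (p = 0.825). The 4 4-cell cells of 53 h had an R of 0.245 with the other 4-cell hours, and 0.271 with the 8-cell cells of 72 h.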
